# A single-cell and spatial wheat root atlas with cross-species annotations delineates conserved tissue-specific marker genes and regulators

**DOI:** 10.1016/j.celrep.2025.115240

**Published:** 2025-02-01

**Authors:** Yuji Ke, Vincent Pujol, Jasper Staut, Lotte Pollaris, Ruth Seurinck, Thomas Eekhout, Carolin Grones, Maite Saura-Sanchez, Michiel Van Bel, Marnik Vuylsteke, Andrea Ariani, Christophe Liseron-Monfils, Klaas Vandepoele, Yvan Saeys, Bert De Rybel

**Keywords:** wheat, single-cell transcriptomics, untargeted spatial transcriptomics, root meristem atlas, cluster annotation, gene regulatory networks

## Abstract

Despite the broad use of single-cell/nucleus RNA sequencing in plant research, accurate cluster annotation in less-studied plant species remains a major challenge due to the lack of validated marker genes. Here, we generated a single-cell RNA sequencing atlas of soil-grown wheat roots and annotated cluster identities by transferring annotations from publicly available datasets in wheat, rice, maize, and *Arabidopsis*. The predictions from our orthology-based annotation approach were next validated using untargeted spatial transcriptomics. These results allowed us to predict evolutionarily conserved tissue-specific markers and generate cell type-specific gene regulatory networks for root tissues of wheat and the other species used in our analysis. In summary, we generated a single-cell and spatial transcriptomics resource for wheat root apical meristems, including numerous known and uncharacterized cell type-specific marker genes and developmental regulators. These data and analyses will facilitate future cell type annotation in non-model plant species.

## Highlights

• A single-cell soil-grown wheat root atlas validated by untargeted spatial transcriptomics
• An orthology-based approach provides reliable cluster annotations in wheat
• Cross-species analysis reveals evolutionarily conserved cell type-specific marker genes
• Single-cell GRN analysis identifies known and uncharacterized developmental regulators

## Introduction

Since the first set of studies describing the application of single-cell transcriptomics in *Arabidopsis thaliana* root meristems,^1^^,^^2^^,^^3^^,^^4^^,^^5^^,^^6^^,^^7^ single-cell RNA sequencing (scRNA-seq) and single-nucleus RNA sequencing (snRNA-seq) are rapidly being integrated in plant research.^8^^,^^9^^,^^10^^,^^11^^,^^12^^,^^13^^,^^14^ The use of this technology is no longer limited to *Arabidopsis* roots, as multiple tissues, organs, and plant species are being profiled, with developing ears in maize,^15^ rice pistils,^16^ soybean nodules,^17^ and pitaya pericarp^18^ as a few examples. Given their importance for food security, applying sc/snRNA-seq to monocot crop species is of specific interest.^19^ However, despite its importance for global food security, available single-cell/nucleus transcriptomics resources for wheat remain scarce, with only one available single-nucleus dataset for roots^20^ and one single-cell dataset for the coleoptile,^21^ compared to multiple studies across various tissue types in other economically important crops, such as maize^15^^,^^22^^,^^23^^,^^24^^,^^25^^,^^26^^,^^27^^,^^28^^,^^29^^,^^30^^,^^31^ and rice.^16^^,^^32^^,^^33^^,^^34^^,^^35^^,^^36^^,^^37^^,^^38^

For less-intensely studied species like wheat, reliable cell type annotation is a major challenge in sc/snRNA-seq analyses due to the scarcity of available markers in addition to the loss of spatial information during protoplast generation or nucleus isolation. To circumvent this problem, orthology to well-characterized and/or validated cell type and cell state markers in other species is utilized. Often, this involves homology to markers in *Arabidopsis*, for which a wealth of information is available through validated transcriptional reporter lines and high-throughput transcriptome profiling on isolated cell types and cell states, specifically in root tissues.^39^^,^^40^ However, relying solely on marker genes from *Arabidopsis* for cell type annotation has not always proven to be successful,^32^ likely due to anatomic specialization of cell types and functional divergence among genes underlying similar cell types in *Arabidopsis* and other species. Furthermore, validation through mRNA *in situ* hybridization or mRNA fluorescence *in situ* hybridization^15^^,^^28^^,^^32^ is labor intensive, low throughput, and highly dependent upon probe design and signal intensity.^41^ All of these considerations limit the high-throughput use of cell type markers for cluster annotation and overall sc/snRNA-seq data validation in crop species like wheat. Instead, validation using targeted^28^^,^^30^^,^^42^ and untargeted spatial transcriptomics technologies^17^^,^^18^^,^^38^^,^^43^^,^^44^^,^^45^^,^^46^^,^^47^ is gaining traction and demonstrating efficacy.

## Results

### Generation of a single-cell soil-grown wheat root apical meristem atlas

To characterize cell type gene expression in a plant species with a complex polyploid genome and expand the available resources for the research community, we generated a single-cell transcriptome atlas for wheat root apical meristems under realistic growth conditions. We applied droplet-based scRNA-seq on dissected root apical meristems (bottom 0.5 cm of the root meristem) harvested from 15-day-old soil-grown allohexaploid bread wheat seedlings (*Triticum aestivum* cultivar Chinese Spring, 2N = 6× = 42, AABBDD) in three replicates (Figures S1A and 1A). The soil-grown root tissues were enzymatically digested into protoplasts using an optimized protocol (see STAR Methods for details); protoplasts were enriched, and debris was removed in a gentle way using the LeviCell platform (Figure S1A). After library preparation, sequencing and quality control (Figures S1B–S1D; see STAR Methods for details), this resulted in a soil-grown wheat root meristem atlas containing 7,388 high-quality cells with a total of 71,835 expressed genes (see Table S1 for detailed metadata). We visualized the data with dimensionality reduction using uniform manifold approximation and projection (UMAP) and grouped cells into 15 transcriptionally distinct clusters. For each of these clusters, we predicted a set of highly cluster-specific genes (Figure 1B), among which we found genes orthologous to known marker genes reported in other studies (Table S2), which can serve as marker genes for future use in wheat root tissues.

**Figure 1:**
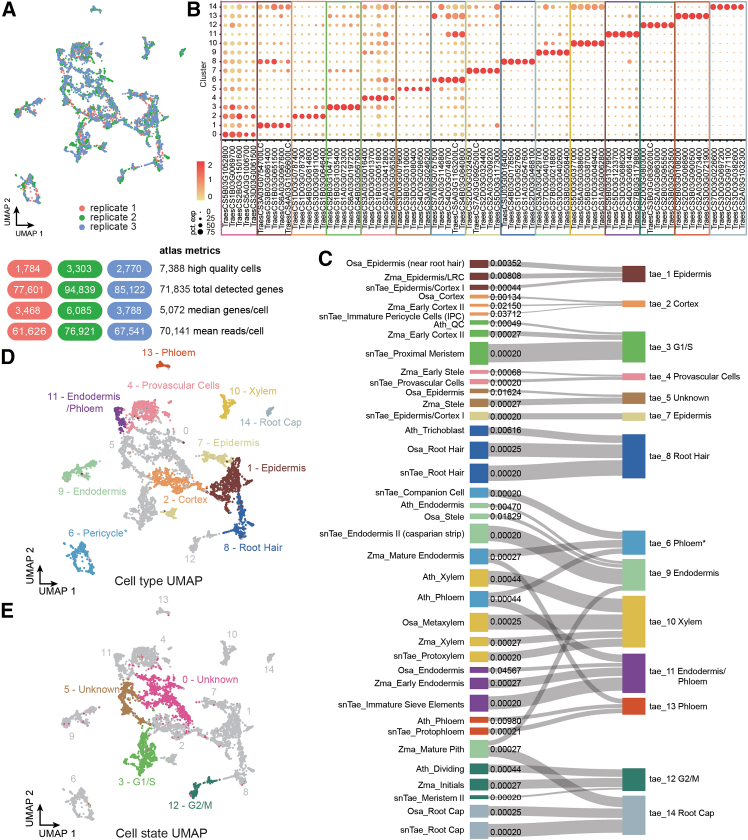
Single-cell RNA-seq and cluster annotation of wheat root tips (A) UMAP visualization of the three replicates in our scRNA-seq experiment and corresponding atlas metrics. (B) Expression of cell type markers across each cluster. Dot diameter, proportion of cluster cells in a cluster expressing a given gene; color, mean expression across cells in that cluster. (C) Sankey plot showing annotations transferred from *Arabidopsis* (*Ath*), rice (*Osa*), maize (*Zma*), and single-nuclei wheat (sn*Tae*) to our wheat atlas (*Tae*) and corresponding q value. (D and E) Annotated UMAPs with cell type (D) and cell state (E) annotations. Please note that cluster 6 was manually annotated as pericycle based on evidence from STOmics Stereo-seq data and known pericycle marker genes and was therefore marked with an asterisk.

### Predicting cluster annotations through cross-species orthology

In most plant species and organs, there are very few to no experimentally validated marker genes that could be used to reliably annotate cell identities to clusters obtained from single-cell approaches. Even when marker genes exist, it is questionable whether annotating entire cluster identities based on one or two marker genes is the best approach.^14^ Alternative methods make use of a few known validated orthologous markers from the well-annotated model eudicot species *Arabidopsis thaliana* to annotate less-intensely studied species like *Medicago truncatula*, poplar, and tomato.^48^^,^^49^^,^^50^ This method is only as good as the available marker genes and depends highly on the evolutionary distance between *Arabidopsis* and the species to be queried. In another work, a set of single-copy orthologs from maize, sorghum, and *Setaria* was first used to co-cluster the expression profiles of cells/nuclei in the three species, followed by cluster annotation using known maize cell type markers.^28^ However, this approach does not translate well to species with a more complex genome, such as allohexaploid wheat, containing homoeologous genes that can undergo expression divergence.^51^ To circumvent these limitations, we implemented a statistical framework to map existing cluster annotations to new, unannotated datasets using cross-species orthology. While some individual orthologs can exhibit diverging cell type specificity, at the group level they generally tend to display similar cell type specificities, allowing them to be used to transfer cell type information across species. To manage the variability in cell type specificity among orthologs, we employed an enrichment approach to detect overrepresentation of tissue-specific markers. By calculating the enrichment of orthologous groups of genes, we can avoid the limitations of single-copy orthologs. The resulting increase in the number of marker genes allows us to more reliably transfer cluster annotations to the allopolyploid wheat dataset (see below and Table S3).

To annotate our clusters, we used scRNA-seq information from other major cereal crop species for which more molecular information and validated cluster identities are available, including maize (*Zma*),^24^ rice (*Osa*),^32^ and a previously published wheat single-nucleus RNA-seq study (sn*Tae*).^20^ Although evolutionarily more distant from these monocot species, we also included *Arabidopsis* (*Ath*),^7^ as this is still the best-validated model species, especially when it comes to the root apical meristem. Our approach for transferring cluster annotations to other species starts by computationally inferring cluster-specific marker genes or differentially expressed genes (DEGs). We inferred these for our soil-grown wheat atlas (STAR Methods) and retrieved DEGs as provided by publicly available *Arabidopsis*, maize, rice, and single-nucleus wheat datasets. These DEGs form the basis of our annotation approach. To compare them across species, we inferred orthologous groups using a carefully selected set of species (see STAR Methods for details). To identify similar clusters in different species, our approach converts DEGs into their corresponding orthologous group and then generates a background distribution of these groups. This background consists of orthologous groups that are randomly drawn from all orthologous groups that are observed as a marker in any cluster. By comparing the real overlap in orthologous groups between two clusters with the overlap with the background sets, a fold enrichment change and corresponding *p* value can be calculated. This statistical approach indicates how likely it is that the overlap in orthologous groups between the two clusters is observed only by chance. This procedure is applied to all pairwise combinations of clusters between species, and *p* values are corrected for multiple testing (q value) (Table S3; Figure 1C). In case of a comparison between the same species, the DEGs instead of the orthologous groups are compared analogously. Annotations from the publicly available datasets for *Arabidopsis*, rice, maize, and wheat were transferred to the clusters of our newly generated dataset using the best hit (smallest q value, largest fold enrichment to break ties) in each public dataset. Since available datasets annotate clusters at different levels of resolution, we grouped all cluster identities into main tissue types: epidermis, cortex, endodermis, pericycle, xylem, phloem, and root cap. To avoid confusion between clusters with clear annotation at the anatomical level and clusters more clearly defined by cellular processes/states, we separated cell states and cell types in UMAP representations.^14^ This unbiased approach predicted cluster annotations of all major cell types, including epidermis, cortex, endodermis, xylem, phloem, and root cap, for the newly generated wheat scRNA-seq dataset (Figure 1D). The fact that our approach is able to annotate the major cell types despite the lower sequencing depth due to the large number of expressed genes in the polyploid wheat genome further supports the feasibility of our method. Note that the pericycle was not annotated, as this cell identity was not annotated in several of the datasets used for our analysis. Additionally, G2/M and G1/S phases were also annotated as distinct cell states (Figure 1E). Our approach allowed us to annotate clusters using more marker genes than through a manual or single-copy ortholog approach (Table S3). Indeed, the single-copy approach retrieves only 33 genes among wheat, rice, maize, and *Arabidopsis*, none of which are also wheat DEGs, rendering this approach not usable in our case. As one example of using our statistical approach, we annotated cluster *Tae*_4 as provascular cells using 6 genes from the wheat snRNA-seq dataset. One of these genes refers to *AtWAT1*, which is the only validated marker previously used to manually annotate the provascular cluster in the wheat snRNA-seq dataset.^20^ Therefore, our approach not only revealed a known provascular marker gene but simultaneously revealed more candidate marker genes. Therefore, we provided a list of overlapping genes/matches used for all other cross-species annotations (Table S3). Overall, our cross-species orthology approach managed to predict all major cell type/cell states in our newly generated wheat root apical meristem atlas and to simultaneously provide more candidate marker genes that can be used to infer cell identities in other species.

### Validation of the cluster annotations using spatial transcriptomics

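Stereo-seq captures polyadenylated RNA from a tissue section on a chip of barcoded spots, so that each molecule is counted with the position of its spot. Cryosections of 10 μm from the roots of 15-day-old Chinese Spring seedlings were placed on 2 chips, 1 from the root cap region (experiment 1 of the study) and 1 from the distal root region (experiment 2). With 1 chip per region there were no replicate libraries, and the sections on a chip are not independent samples, so no test between the regions was made and no p-value is given for these data.

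The authors aligned and counted the reads with the STOmics Analysis Workflow, and the deposited values are counts of molecular identifiers (MIDs) per gene and spot over the whole chip, neither normalized nor restricted to tissue. The genome build of the spatial data is not given in the sources used here. The root cap region chip held 28281662 MIDs of 77502 gene IDs, of which 61.1% were exonic, and the distal root region chip held 77515877 MIDs of 96646 gene IDs, of which 77.1% were exonic. The 100 genes with the most MIDs made up 49.9% of the MIDs of the root cap region chip and 33.5% of those of the distal root region chip.

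The study segmented cells on cell-wall images and judged patterns by eye. Those images and cell outlines were not used here, and position was taken from the counts alone. Sections were outlined by hand on maps of all MIDs, because the automatic threshold chosen beforehand took in the whole capture area, and the outlines were drawn before any gene was mapped. The root cap region chip had 10 such sections with 77573 to 608282 MIDs each and 2701641 in all, and the distal root region chip had 4 with 1407152 to 2220889 MIDs each and 7289794 in all. Sections were numbered here by their place on the chip, and these numbers are not those of the study. Position within a section was expressed as a relative radius, which is 0 at the centroid and 1 at the outline, and was cut into concentric zones read from Figure 2A. These were an outermost zone above 0.85, a cortex zone from 0.50 to 0.85, an endodermis and pericycle zone from 0.37 to 0.50, and a central zone below 0.37. A zone is a position and can hold several cell types. Of the MIDs within the outlines of the distal root region, 28.0% lay in the outermost zone, 47.7% in the cortex zone, 11.4% in the endodermis and pericycle zone and 13.0% in the central zone.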

To experimentally validate the predicted annotations of our soil-grown wheat root meristem atlas obtained from the orthology-based mapping approach, we next optimized and implemented an untargeted spatial transcriptomics (ST) technology called STOmics Stereo-seq^44^^,^^52^ on the same samples as collected for scRNA-seq experiment (see STAR Methods for experimental and analysis details). After processing the images (Figure S2), we examined the top DEGs of each cluster identified through scRNA-seq (Table S4) across all available segmented sections. 

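Table S5 names 113 genes in 9 lists that the study found to have the expected pattern, and all 113 had at least 1 MID within the section outlines of the chip the table assigns them to. The depth of the lists differed. In the 4 sections of the distal root region, the 20 G1/S genes had 29333 MIDs together, the 18 epidermis genes 13177 and the 20 G2/M genes 2729, and the 14 cortex genes had nearly as many as the epidermis genes. The 8 genes of provascular cells had 886 MIDs, the 4 xylem genes 297, the 5 endodermis genes 259 and the 5 phloem genes 120. In the 10 sections of the root cap region, the 19 root cap genes had 1496 MIDs. Some lists rest largely on a single gene or its copies. In the xylem list, 3 of the 4 genes are the A, B and D copies of XCP1, with 214 of the 297 MIDs. TraesCS7D03G0500500 gave 48.3% of the MIDs of the phloem list and TraesCS2B03G1383800LC 47.6% of those of the cortex list, and the gene with the most MIDs gave 36.5% for provascular cells, 33.3% for xylem, 30.5% for endodermis, 19.5% for epidermis and less for root cap and the cell cycle lists.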

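For each list of Table S5, the MIDs in the zone where the tissue lies were set against the number expected if the list were spread like all nuclear genes of the same sections. The ratio is given on the log2 scale with exact 95% Poisson limits, which cover counting error only. The study chose these lists on sections of these chips, so the values are not independent evidence for the annotation.

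The epidermis list had 10077 MIDs in the outermost zone where 3734 were expected, a log2 enrichment of 1.43 (limits 1.40 to 1.46). The cortex list had 10967 in the cortex zone where 6233 were expected, a log2 enrichment of 0.82 (limits 0.79 to 0.84). Of the endodermis list, 114 MIDs lay in the endodermis and pericycle zone where 30.4 were expected, a log2 enrichment of 1.91 (limits 1.63 to 2.17). The central zone held 100 MIDs of the xylem list, with 40.2 expected (log2 enrichment 1.32, limits 1.02 to 1.60). It also held 49 MIDs of the phloem list, with 15.1 expected (1.69, limits 1.26 to 2.1; TraesCS7D03G0500500 alone gave 34 of the 49), and 670 of the list of provascular cells, with 117 expected (2.51, limits 2.40 to 2.62). In the root cap region, 1375 MIDs of the root cap list lay above a relative radius of 0.70, where 754 were expected (0.87, limits 0.79 to 0.94). The highest value a list can reach depends on its zone. With every MID in the zone it would be 1.08 for cortex, 0.99 for root cap, 1.82 for epidermis and 2.92 for provascular cells, so the values do not rank the lists. Among 10000 random lists matched gene by gene on total MIDs, the xylem list was at percentile 99.99 and the other 6 were above every random list. In each of the 4 sections of the distal root region all 6 lists were above 0, from 0.38 for phloem in section 3 to 2.67 for provascular cells in section 4. The limits included 0 for endodermis in section 2, xylem in sections 3 and 4 and phloem in sections 1 and 3. The root cap list was above 0 in 7 of 10 sections, and 92.3% of its MIDs lay in sections 5 and 10. In the other 8 sections, with 115 MIDs together, the limits of each included 0. Sections 5 and 10 lie at the same place in 2 groups of 5 sections on the chip, and whether they come from separate roots is not known. These values depend on the zone boundaries and on the MIDs outside the outlines. With boundaries 10% closer to the centre the epidermis list was at 0.99, and with boundaries 10% farther out it was at 1.99. With each gene's density in a ring outside the outlines subtracted, xylem rose to 1.73, phloem to 2.31, provascular cells to 2.92 and root cap to 1.14, and the epidermis list gave no value. Without section 1 the xylem list was at 0.98 and the endodermis list at 1.49.

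Without zone boundaries, the mean relative radius of the list's MIDs was compared with that of all MIDs. It was higher by 0.200 for epidermis, by 0.208 for root cap and by 0.0225 for cortex, and differed by -0.108 for endodermis, -0.226 for xylem, -0.270 for phloem and -0.372 for provascular cells. The cortex difference was at percentile 96.4 of its random lists and changed sign between sections, from -0.0131 in section 2 to 0.0325 in section 3. For the cell cycle lists, patchiness was measured as the dispersion of the list's MIDs over bins of 50 × 50 spots given all MIDs of each bin, which is 1 for a list spread like all genes. The G1/S list had a dispersion of 9.59 against a median of 1.57 among its random lists, and the G2/M list 3.25 against 1.47. Both were above every random list, but so were lists with a zone, at 13.7 for epidermis, 7.23 for cortex and 3.66 for provascular cells, so this measure does not set a patchy pattern apart from a layered one.

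**Figure D1:**
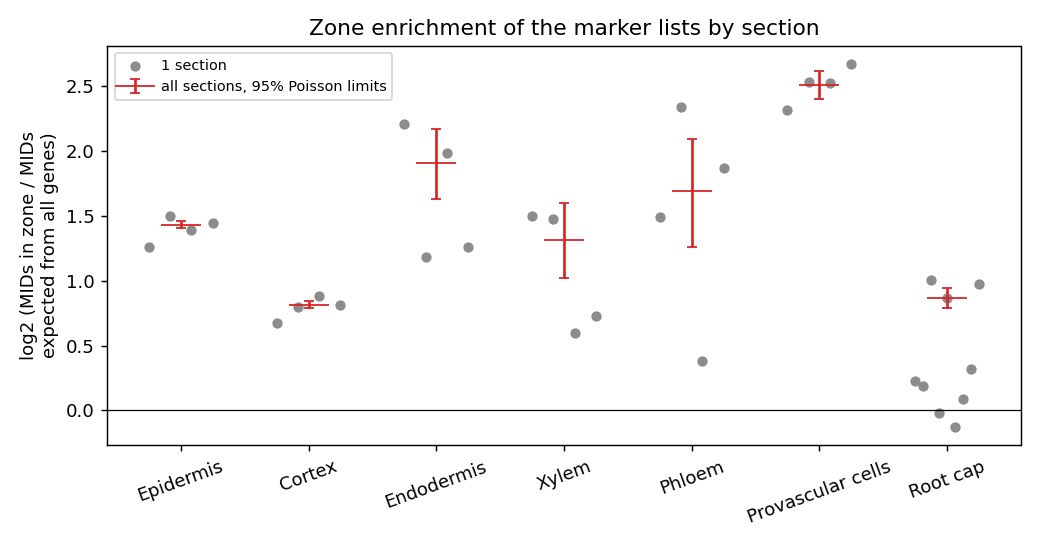
Log2 zone enrichment of each marker list, with 1 grey point per section that had MIDs in the zone and a red line with 95% Poisson limits for all sections together. The pooled values run from 0.82 for cortex to 2.51 for provascular cells, and the sections of the root cap list spread around 0 apart from sections 5 and 10 at 0.87 and 0.98 and section 3 at 1.01, which rests on 1 MID. The highest value a list can reach depends on its zone.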

Although we noticed transcript diffusion outside the tissue sections (Figure S3), plotting the top DEGs for the predicted epidermis (cluster 7), cortex (cluster 2), xylem (cluster 10), phloem (cluster 13), root cap (cluster 14), G1/S (cluster 3), G2/M (cluster 12), provascular cells (cluster 4), and endodermis (cluster 9) clusters showed the expected expression patterns (Table S5; Figures 2B–2F and S4A–S4D; STAR Methods). We next determined the overlap in cluster annotation between the untargeted ST data showing gene expression *in situ* on tissue sections and the predictions from our orthology-based approach on the scRNA-seq data. On average, 62.8% (113 of 180) of the top 20 DEGs of each scRNA-seq cluster annotated using our orthology-based approach overlapped in the spatial expression patterns, validating these genes as cell type/state-specific marker genes (Table S5). 

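The study counted genes by eye on segmented cells. Here a gene of Table S5 was counted when its zone enrichment was above 0 in every section in which it had an MID, or, for the cell cycle lists, when its dispersion was above that of the median matched gene. By this rule 75 of the 113 genes (66.4%) met the expected pattern, where genes matched on total MIDs met it at 22.8%. Since the 113 genes were selected on sections of these chips, the count is not a separate test of the clusters. For the lists with a zone it describes whether the pattern holds in each section, and for the cell cycle lists, judged over all sections together, only whether a gene was more dispersed than the median matched gene. Table S5 gives sections 1 to 3 of experiment 2 as those to show, and these could not be matched to the 4 used here. Without section 1 the total was 80. With only genes of at least 20 MIDs counted, 71 met the rule, out of fewer than 113 genes. The total moved to 80 when the radius was taken from the distance to the nearest outline point. From the overlap between the spatial patterns and the clusters, the paper concludes that these genes are specific markers of a cell type or state.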

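By list, 17 of 18 epidermis genes, 13 of 14 cortex genes and 4 of 8 genes of provascular cells met the pattern in every section in which they were seen, as did 7 of 19 root cap genes, 2 of 5 endodermis genes, 2 of 5 phloem genes and 1 of 4 xylem genes. Pooled over sections, each of the 19 root cap genes was enriched, from 0.80 to 0.99. TraesCS2D03G0971800 had 191 of its 208 MIDs in the zone, yet was above 0 in only 3 of 7 sections. Most sections of the root cap region held few MIDs of this list, so single MIDs can decide the rule there. By dispersion over all sections together, 19 of 20 G1/S genes and 10 of 20 G2/M genes met the rule. The share of matched genes that met the rule was 12.9% for epidermis, 11.3% for cortex, 6.94% for provascular cells, 4.88% for xylem, 4.70% for endodermis, 4.30% for phloem and 3.29% for root cap, and 50.0% by construction for the cell cycle lists. On simulated counts with a true log2 enrichment of 1, the rule was met by 99.5% of 200 enriched genes in the cortex zone. In the endodermis and pericycle zone it was met by 50.5% of 200. The simulated genes had at least 20 MIDs. With every MID in the zone, the value would be 1.08 for the cortex list and 3.09 for the endodermis list. A log2 enrichment of 1 is thus a stronger pattern in the cortex zone, and the 2 shares do not compare zones at like strength. The outermost and cortex zones covered 27.6% and 47.3% of the area of the distal root region sections, against 11.3% for the endodermis and pericycle zone and 13.7% for the central zone.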

As a general observation, the overlap was very high for tissues with many cells on the tissue sections of the untargeted ST and poor for tissue types with few cells on the sections. Thus, although the majority of genes in the top 20 DEGs overlap between these two unbiased approaches, predictions are more challenging for the low-abundant tissue types (Figure S5B). In summary, our untargeted ST data not only confirmed the effectiveness of our cross-species cell type mapping approach in predicting annotations and the overall robustness of our wheat root single-cell dataset but also provided high-confidence cell type/state-specific marker genes.

**Figure 2:**
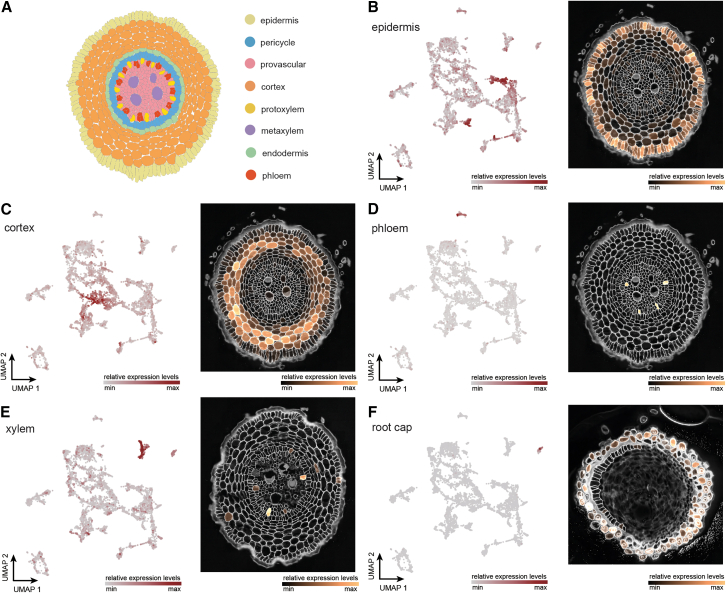
scRNA-seq-derived marker gene expression patterns in STOmics Stereo-seq root sections (A) A cross-section of wheat root apical meristem with major cell types annotated. (B–F) UMAP feature plot and STOmics Stereo-seq visualization of marker genes from epidermis (B), cortex (C), phloem (D), xylem (E), and root cap (F).

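For epidermis, cortex, phloem, xylem and root cap, the gene that Table S5 marks for plotting and that had the most MIDs is given here. The root cap gene is given by section and the others by zone. The genes marked for plotting are not all among the 113. TraesCS2D03G0324500, an epidermis gene, had 2575 MIDs, and its density fell from 1623 per 1000000 spots in the outermost zone to 237 in the cortex zone and 142 in the central zone. TraesCS2B03G1501600, which is plotted for the cortex but is not among the 14 genes of the cortex list, had 9009 MIDs, with 3084 per 1000000 spots in the cortex zone and 1998 in the outermost zone, a log2 enrichment of 0.55 (limits 0.51 to 0.58). The phloem gene TraesCS2D03G0068900 had 18 MIDs, of which 7 lay in the central zone (1.56, limits 0.24 to 2.60). Without section 3, which gave 14 of the 18, its enrichment was 2.62. The xylem gene TraesCS5A03G0388600 had 99 MIDs, of which 35 lay in the central zone and 44 in the endodermis and pericycle zone. The root cap gene TraesCS2D03G0971800 had 208 MIDs on the root cap region chip, 120 of them in section 5 and 74 in section 10 (0.86, limits 0.65 to 1.06).

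As lists, xylem and phloem were denser in the endodermis and pericycle zone, at 256 (limits 213 to 305) and 100.5 MIDs per 1000000 spots, than in the central zone, at 169 (limits 138 to 206) and 83.0. For phloem, with 49 MIDs in each of these zones, the difference was within counting error. Counted on all tissue of each chip, the root cap list had 554 MIDs per 1000000 (exact 95% Poisson limits 526 to 583) in the root cap region. In the distal root region it had 0 of 7289794 MIDs. Against a floor of 3 MIDs over the chip's sections (0.412 per 1000000), the root cap region was 1345.5-fold higher. This is not a lower bound, since the exact 95% Poisson upper limit for 0 MIDs is higher, at 0.506 per 1000000. Over all MIDs of the chips, the list had 47 MIDs on the distal root region chip. The root cap region chip was then 461-fold higher, at 279 against 0.606 per 1000000. This compares 2 libraries, not the regions. Per section, the list had 4753 MIDs per 1000000 in section 5 and 3043 in section 10, and between 11.9 and 66.4 in the other 8 sections of that chip.

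**Figure D2:**
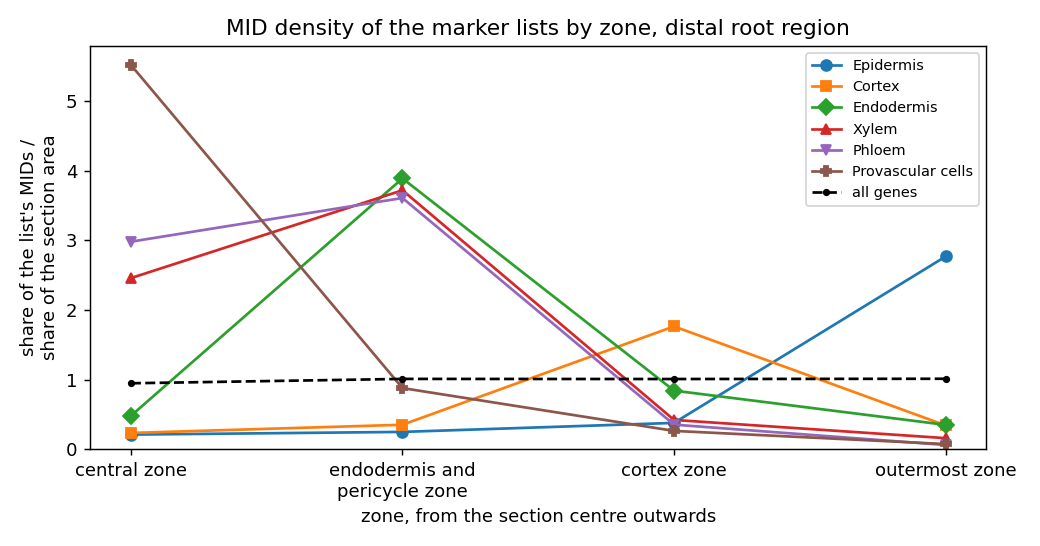
Density of each marker list in the 4 zones of the distal root region sections, as the share of the list's MIDs divided by the share of the section area, where 1 is an even spread. Each line is a list, and the dashed line for all genes stays near 1.

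**Figure D3:**
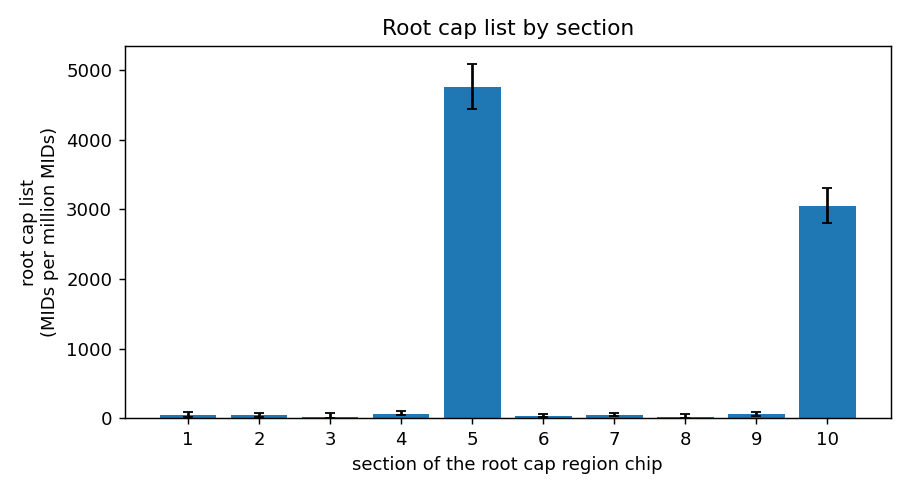
MIDs of the root cap list per 1000000 MIDs in each section of the root cap region chip, with exact 95% Poisson limits for counting error. Sections 5 and 10 stand at 4753 and 3043.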

Our annotation approach, which links corresponding cell type clusters from different species and the validation of these cluster identities using ST, now also enables us to resolve inconsistencies in the annotations and strengthen predictions in the other datasets. For example, the *Tae*_2 cluster, validated to be the cortex cluster in our wheat soil-grown root dataset, has its best hits with *Osa*_cortex, *Zma*_Early Cortex II, and the sn*Tae*_Immature Pericycle Cells clusters. This would suggest that the annotation of sn*Tae*_Immature Pericycle Cells is questionable due to its conflict with all other lines of evidence. We thus re-annotate this cluster (Table S6; Figure S5A) to sn*Tae*_cortex for further analyses. Taken together, our cross-species cluster annotation approach not only enables comprehensive cell type annotation of our newly generated wheat atlas but also allows resolution of inconsistencies in publicly available datasets.^20^

### Identification of robust evolutionarily conserved tissue-specific markers

We next aimed to define robust, tissue-specific markers that can be used for cluster annotation across different species by integrating the information in our wheat atlas and the public available scRNA-seq datasets in rice, maize, and *Arabidopsis*. This integration starts with the homogenization of input data through the reprocessing of these publicly available datasets with the same workflow used for our wheat scRNA-seq dataset (STAR Methods). The annotations from the original publications for these public datasets, resolved through previous analyses (Table S6; Figure S5A), were then transferred to the re-processed clusters using our statistical annotation transfer approach (Figures 3A–3D; Table S7). For each species in the analysis, all tissue-specific DEGs were determined and aggregated into experimentally validated major cell types, including root cap, epidermis, cortex, endodermis, pericycle, xylem and phloem, based on the cluster annotation. Tissue-specific DEGs for all four species were then ranked on tissue specificity (q value). To aggregate the resulting ranks across species, we computed the average rank within each orthologous group, considering only the rank of the most tissue-specific (lowest q value) DEG in each species. First, markers are ranked based on the number of species in which they are conserved. Then, within each level of conservation, markers are further ranked on their average rank across species. For each of the orthologous groups, we report the final rank, which corresponds to the most tissue-specific DEG in each species. Specifically, for wheat DEGs that are triads (genes with one-to-one-to-one homeologs across the A, B, and D genomes), we report stability (there is no conflicting tissue specificity among expressed homeologs), specificity (the expressed homeologs are specific to only one tissue), as well as genome asymmetry (there is a bias in expression among the three homeologs), leveraging the homeolog expression pattern of allohexaploid wheat (STAR Methods). We found genome asymmetry within all clusters (Table S8; Figure S6; see STAR Methods for details). Among them, the root cap contains most triads with biased expression (5.4% of all triads in the wheat genome), while the cells in G2/M phase show the least (1.2%). Since cell type annotation is based on cluster DEGs, we extracted all 1,515 wheat triads (1:1:1 homeologs) that are cluster DEGs and found that 427 (28.2%) of them have at least two-thirds of their homeologs end up in different clusters, indicating homeolog expression divergence across cell types. These results (Table S9) not only summarize computationally inferred markers of four important plant species but also provide a convenient way for the plant single-cell community to identify potential robust orthologous markers in other, less studied organisms by focusing on orthologs that are conserved across different species or are monocot-specific. From this analysis, for example, we found 17 orthologous groups that are conserved across the four species in xylem (Figure 4A). One of these orthologous groups contains *XCP1*, which shows high xylem expression specificity across *Arabidopsis* (*At4g35350*), wheat (*TraesCS5A03G0388600/TraesCS5D03G0377000*), rice (*LOC_Os01g73980*), and maize (*Zm00001d035689*) scRNA-seq data (Figures 4B–4E). The wheat ortholog also showed xylem-specific expression in spatial data and is stable and balanced across three subgenomes (Figures 4F and 4G). Thus, we characterize *XCP1* as a robust, evolutionarily conserved marker for xylem tissues that is also stable and balanced among the homeologs in wheat. 

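The 3 XCP1 genes of wheat had 214 MIDs in the 4 sections of the distal root region. In the central zone, 84 MIDs were counted where 29.1 were expected, a log2 enrichment of 1.53 (exact 95% Poisson limits 1.21 to 1.84), and each of the 4 sections was above 0. Section 1 gave 62 of these 84 MIDs, and without it the enrichment was 1.04. The density was 142 MIDs per 1000000 spots in the central zone (limits 113 to 176) and 178 in the endodermis and pericycle zone (limits 143 to 220), a difference within counting error. It was 17.2 in the cortex zone and 6.72 in the outermost zone. TraesCS5A03G0388600 had an enrichment of 1.38 (limits 0.86 to 1.86), TraesCS5B03G0387000 with 64 MIDs had 1.67 (limits 1.08 to 2.20), and TraesCS5D03G0377000 with 51 MIDs had 1.63 (limits 0.94 to 2.24), and these limits overlap. Without section 1 the A, B and D copies were at 1.04, 0.91 and 1.11. By section, the A copy was at -0.04 in section 4, and the D copy had 0 of its 6 MIDs of section 3 in the zone. The 3 copies are among the 4 genes of the xylem list and gave 84 of its 100 MIDs in the central zone. The 2 results are therefore not separate. The remaining gene of that list, TraesCS1A03G0062800, was at 0.53 (limits -0.28 to 1.23).

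Within the outlines, the A copy gave 46.3% of the 214 MIDs (exact 95% binomial limits 39.4 to 53.2), the B copy 29.9% (limits 23.9 to 36.5) and the D copy 23.8% (limits 18.3 to 30.1). Over the whole chip, with 1332 MIDs, the shares were 43.2%, 31.7% and 25.2%. For comparison, the A, B and D subgenomes gave 35.0%, 31.0% and 31.9% of all MIDs within these outlines. Reads shared between near-identical homeologs could be split or lost by the counting, which these counts cannot resolve.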

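The wheat gene that the paper gives for DRN1, TraesCS1A03G0554700, had 243 MIDs in the 4 sections of the distal root region. Of these, 218 lay in the cortex zone where 114 were expected, a log2 enrichment of 0.93 (exact 95% Poisson limits 0.73 to 1.12). It was above 0 in all 4 sections, although section 3 gave 197 of the MIDs and section 2 only 1. Without section 3 the enrichment was 0.78.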

Although less specific in *Arabidopsis*, *DRN1* (*At2g45180*, *TraesCS1A03G0554700*, *LOC_Os04g46810*, *Zm00001d026163*) is an example of a conserved marker for cortex (Figure S7).

**Figure 3:**
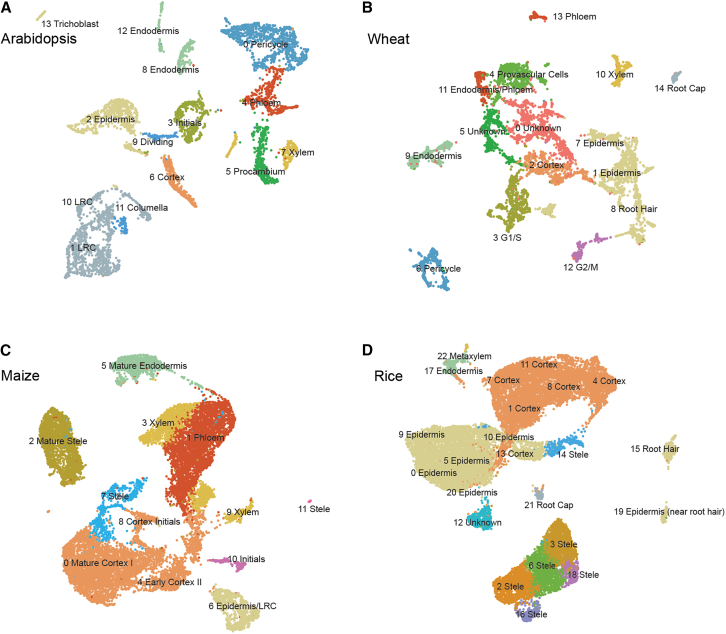
Reprocessed scRNA-seq datasets (A) Reprocessed and transferred annotation of the *Arabidopsis* scRNA-seq dataset.^7^ (B) The wheat scRNA-seq dataset generated in this study. (C) Reprocessed and transferred annotation of the maize scRNA-seq dataset.^24^ (D) Reprocessed and transferred annotation of the rice scRNA-seq dataset.^32^

**Figure 4:**
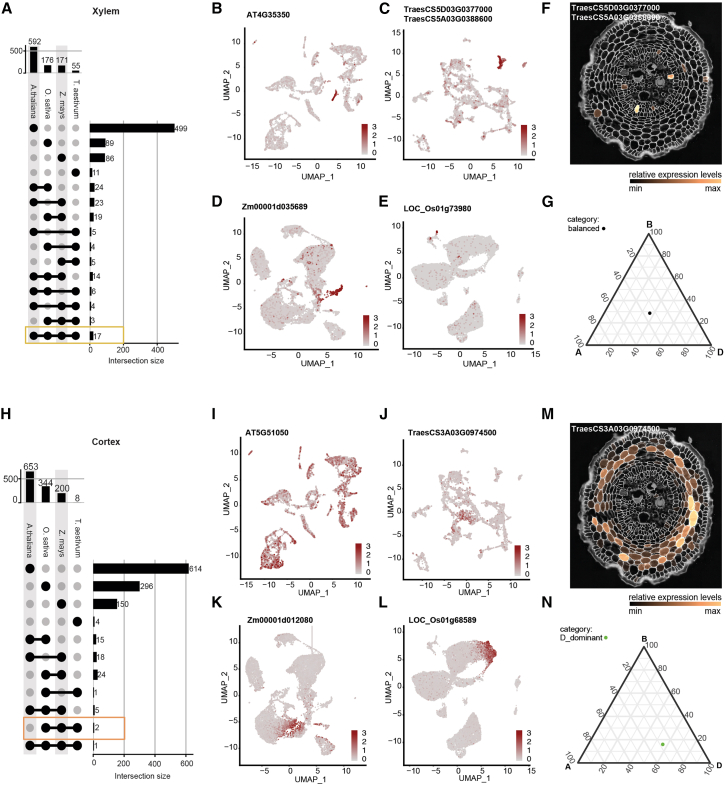
Tissue-specific markers conserved across *Arabidopsis*, wheat, rice, and maize or unique to the monocot clade (A) UpSet plot showing the intersections of orthologous groups of xylem markers across *Arabidopsis*, wheat, rice, and maize. (B–E) Feature plots of a xylem-specific marker across species. (F and G) Spatial expression in STOmics Stereo-seq data (F) and ternary plot showing genome asymmetry information (G) of the same xylem-specific marker in the wheat root meristem. (H) UpSet plot showing the intersections of orthologous groups of cortex markers across *Arabidopsis*, wheat, rice, and maize. (I–L) Feature plots of a cortex-specific marker unique to monocots. (M and N) Spatial expression in STOmics Stereo-seq data (M) and ternary plot showing genome asymmetry information (N) of the same cortex-specific marker in the wheat root meristem.

In addition to markers conserved across *Arabidopsis*, wheat, rice, and maize, we also focused on tissue-specific markers that are unique to the monocot clade with the rationale that, currently, orthologs to *Arabidopsis* markers are mostly used in monocots, while there might be more specific markers for the different root tissues in monocots (Table S9). For example, *TraesCS3A03G0974500*/*LOC_Os01g68589*/*Zm00001d012080* was found to be cortex-specific and is unique to monocot species, as the closest *Arabidopsis* homolog, *At5g61050*, showed no cortex specificity (Figures 4H–4L). Furthermore, the wheat ortholog also showed cortex-specific expression in our spatial data (Figures 4M and 4N). These results suggest that *TraesCS3A03G0974500*/*LOC_Os01g68589*/*Zm00001d012080* is a monocot-specific cortex marker. 

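TraesCS3A03G0974500 had 588 MIDs in the 4 sections of the distal root region. The cortex zone held 538 of them, or 91.5%, where 277 were expected from all genes, a log2 enrichment of 0.96 (exact 95% Poisson limits 0.83 to 1.08). By section the enrichment was 0.81, 0.88, 0.98 and 1.03 in sections 1 to 4. Section 3 gave 438 of the MIDs, and the enrichment without it was 0.91. Boundaries 10% farther from the centre gave 0.68.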

Another example of tissue-specific markers unique to the monocot clade is *TraesCS2D03G0321600/TraesCS2A03G0303700/TraesCS2B03G0423400*, *LOC_Os07g44550*, *Zm00001d006933* in the epidermis (Figure S8). 

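The 3 wheat genes had few MIDs within the section outlines of the distal root region, 19 for TraesCS2D03G0321600, 1 for TraesCS2A03G0303700 and 33 for TraesCS2B03G0423400. Together 34 of the 53 MIDs lay in the outermost zone where 13.5 were expected, a log2 enrichment of 1.33 (exact 95% Poisson limits 0.80 to 1.81). Of the 53 MIDs, 52 came from section 1, so the pattern rests on a single section. The remaining MID lay in section 2, outside that zone, and sections 3 and 4 had none. The A copy gave 3.64% of the 467 MIDs that the 3 genes had over the whole chip (exact 95% binomial limits 2.13 to 5.76), the B copy 62.3% and the D copy 34.0%.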

In summary, our analyses provide 113 orthologous groups that are conserved across at least three species as a resource to the community in the form of predicted tissue-specific markers from which one can find those that are evolutionarily conserved across *Arabidopsis*, wheat, rice, and maize or, e.g., those unique to the monocot clade.

### Cell type-specific GRN analysis retrieves both known and uncharacterized developmental regulators

Leveraging our annotated and validated wheat root atlas, we can now predict cell type-specific regulators and gene regulatory networks (GRNs). For this, we applied MINI-EX, which infers a set of cell type-specific GRNs using expression- and motif-based filtering and subsequently ranks transcription factor (TF) regulators on their predicted functional relevance.^53^^,^^54^ GRNs derived solely from co-expression often yield numerous false positives, which can be mitigated by filtering putative target genes of a TF for those that contain the corresponding TF binding motif in their regulatory region. Given that motif mapping files for wheat are not available, we generated a *de novo* motif mapping file based on publicly available assay for transposase-accessible chromatin using sequencing (ATAC-seq) data in the wheat root.^55^ This approach minimizes false positives by leveraging experimentally defined accessible chromatin regions, which are more likely to be bound by TFs and, thus, involved in transcriptional regulation (STAR Methods; Figure S9). Briefly, we processed the ATAC-seq data and identified peaks, which we considered regulatory regions for their nearest gene. We then mapped wheat TF motifs onto these regulatory regions, allowing us to associate the corresponding TFs and TF families to their potential target genes. With the ATAC-filtered motif mapping file, we employed MINI-EX and recovered cell type-specific regulons for which the TFs are orthologous to known regulators in *Arabidopsis*, including *VND1-4*^56^ and *TMO5/T5L1*^57^ for xylem, *DOF5.3*^58^ for phloem, *RHL1*^59^ for epidermis (root hair), and *MYB36*^60^ for endodermis (Figure S10; Table S10). Given that our GRN analyses recover known regulators, it is likely that the unknown factors predicted in this analysis might also be tissue-specific regulators, making them interesting targets for further study in wheat. In order to provide similar GRN information for other key plant model species as a resource to the community, we ran MINI-EX on the reprocessed rice, maize, and *Arabidopsis* datasets (Figures S11–S13; Table S10) and performed a comparative analysis on the resulting GRNs. The TFs that were predicted to be the most functionally relevant for each of the major cell types were then compared between species using orthology. In order to both filter out spurious overlap of low-confidence regulators between species and to balance the number of regulators in the comparison, we only compared the top 50 most functionally relevant TFs using the MINI-EX ranking for each tissue and each species (Figure 5A; Table S11). This analysis allowed us to investigate the occurrence of a certain regulator in different cell types across four datasets and help reveal both tissue-specific regulators conserved across all four species and regulators unique to the monocot clade (Table S11). For example, in xylem tissues, two regulators were found to be conserved across *Arabidopsis*, wheat, rice, and maize, including a known xylem developmental regulator, *EMB2749/NAC007/VND4* (*At1g12260*, *TraesCS7D03G0019800*, *LOC_Os04g45340*, *Zm00001d002828*) that causes ectopic deposition of secondary walls when overexpressed^61^^,^^62^ (Figure 5B; Table S12), as well as an uncharacterized regulator, *ANAC002* (*At1g01720*, *TraesCS3A03G0950500*, *LOC_Os01g66120*, *Zm00001d038221*). Putative regulators unique to the monocot clade in xylem tissues include the uncharacterized NAC domain-containing protein 67-like (*TraesCS6B03G0176100*, *LOC_Os07g12340*, *Zm00001d019207*), NAC domain-containing protein 92-like (*TraesCS2D03G0214000*, *LOC_Os07g48550*, *Zm00001d022517*; *TraesCS4A03G0277300*, *LOC_Os03g21030*, *Zm00001d028995*), MYB4-like (*TraesCS2D03G0864800*, *LOC_Os04g43680*, *Zm00001d025864*), and ERF7-like (*TraesCS2D03G1207000*, *LOC_Os04g57340*, *Zm00001d001907*). Additionally, four root cap regulators—*ANAC081* (*At5g08790*), *WRKY17* (*At2g24570*), *WRKY26* (*At5g07100*), and *WRKY40* (*At1g80840*)—were found to be conserved across *Arabidopsis*, wheat, rice, and maize, where *ANAC081* (*At5g08790*) is a paralog of a known root cap-specific TF, *ANAC033*/*SOMBRERO* (*At1g79580*),^63^ that plays a key role in root cap developmental programmed cell death (dPCD)-mediated physical defense mechanism limiting microbial invasion of the root.^64^ Interestingly, WRKY proteins are well-known TFs that function in plant immunity to biotic stress, though they have not yet been studied at the cell type level. For example, *WRKY17* (*At2g24570*) has been shown to act as a negative regulator of basal resistance to the plant pathogen *Pseudomonas syringae*.^65^ *WRKY40* (*At1g80840*) has been reported to interact with other WRKYs to function in plant responses to *P. syringae* and *Botrytis cinerea*.^66^ Last, *WRKY26* (*At5g07100*) has been suggested to also play a role in basal immunity.^67^ These three WRKY-type root cap regulators have been reported to play a role in plant microbial pathogen defense. This functional information not only supports the reliability and significance of the regulators identified in our analyses but also suggest that VND4-mediated secondary cell wall deposition in xylem and root cap dPCD-mediated defense mechanisms are cross-species conserved. In summary, these single-cell gene regulatory networks analyses predict numerous known and uncharacterized root developmental regulators, including those that are conserved across *Arabidopsis*, wheat, rice, and maize as well as those unique to the monocot clade. For the known and conserved regulators, the knowledge gained from *Arabidopsis* can now be transferred to less intensely studied crop species, while the uncharacterized regulators can be promising targets for future functional studies.

**Figure 5:**
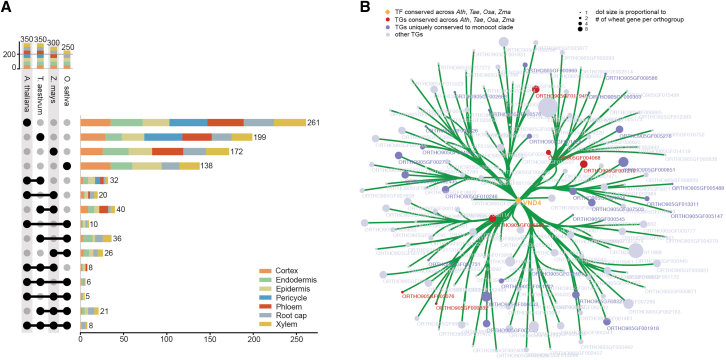
Cross-species overlap of predicted tissue-specific regulators (A) UpSet plot showing the intersections of predicted regulators across *Arabidopsis*, wheat, rice, and maize. (B) Cytoscape visualization of the GRN around wheat *VND4*. Dot size is proportional to the number of wheat genes in each orthologous group.

## Discussion

sc/snRNA-seq are powerful approaches for the unsupervised characterization of transcriptional variation in heterogeneous biological systems. However, separating heterogeneity in cell types or cell states from other sources of variation represents a challenge for both experimental design and computational analyses of scRNA-seq.^68^ Moreover, given that clusters are, in essence, mathematical groupings, clusters only acquire biological relevance for further downstream analysis after undergoing detailed cell type annotation.^14^^,^^69^ Although this has become a routine computational task for well-studied model systems like the root meristem of *Arabidopsis*, this is only possible by relying on decades of work identifying cell type and cell state marker genes.^39^^,^^40^ In less studied organs and species, such elaborate resources are not readily available. ST promises to solve most of these issues in validating cell type annotations of non-model plant species in a high-throughput manner, as it avoids generating transgenic reporter lines.^17^^,^^18^ Moreover, in contrast to animal cells, the cell wall of plant cells presents a unique advantage for defining cell boundaries during segmentation analysis. Despite these prospects, the real-life application of ST is still in its infancy in the plant field and by no means accessible to most research groups. Until this becomes a routine and affordable approach, cell type- and cell state-specific markers remain an important resource to the community for various molecular biology applications, including the interpretation of sc/snRNA-seq datasets. More specifically, the transferability between species of marker genes holds great importance when studying less-characterized plants and/or organs. By leveraging cross-species orthology, we were able to transfer cell type annotation from multiple available validated datasets to a newly generated dataset. Noteworthy is that the xylem cluster is the most identifiable and transcriptionally distinct cluster in all species used for this study. In comparison, the pericycle is one of the least clearly defined clusters in any of the datasets and is missing from our pipeline predictions. The existence of two separating phloem clusters (6 and 13) (Figure 1C), with only cluster 13 validated as phloem with spatial data, led us to speculate that cluster 6 could possibly be pericycle. This speculation was supported by two lines of evidence. 

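The 5 genes TraesCS4B03G0262700, TraesCS6B03G0419800, TraesCS5B03G1121200, TraesCS4D03G0223700 and TraesCS4A03G0535400 had 2, 25, 2, 8 and 5 MIDs in the 4 sections of the distal root region. Of the 42 MIDs together, 19 lay in the endodermis and pericycle zone where 4.89 were expected, a log2 enrichment of 1.96 (exact 95% Poisson limits 1.23 to 2.60). This was at percentile 99.72 of random lists matched on total MIDs. A further 14 MIDs lay in the central zone, set for phloem, xylem and provascular cells, 8 in the cortex zone and 1 in the outermost zone. The endodermis and pericycle zone does not set pericycle apart from phloem or xylem. It held 45.2% of the MIDs of these genes, 40.8% of the phloem list and 42.1% of the xylem list. The density was 39.0 MIDs per 1000000 spots in the endodermis and pericycle zone (limits 23.5 to 60.8) and 23.7 in the central zone (limits 13.0 to 39.8), so a difference between these zones was not detectable at this depth. Section 3 held 14 of the 19 MIDs, and the enrichment was 0.74 without it. In section 1, 1 of 16 MIDs lay in the zone where 1.97 were expected, and the enrichment was 2.62 without that section. The paper also reports some expression of these genes in phloem cells. From their expression in the layer and the orthology of 2 other genes to a pericycle marker, it proposes that the cluster is most likely the pericycle.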

First, by examining the top 25 DEGs of cluster 6, we noticed several genes (*TraesCS4B03G0262700*, *TraesCS6B03G0419800*, *TraesCS5B03G1121200*, *TraesCS4D03G0223700*, *TraesCS4A03G0535400*) with a clear expression in the pericycle layer in ST data, though not covering all individual pericycle cells and with some additional expression in phloem cells (Figure S4E). Further examination of these 5 genes showed that they are also low-ranking DEGs of cluster 13 and have enriched expression primarily in cluster 6 and somewhat in cluster 13 according to the UMAP visualization (Figure S4E). Second, two DEGs from cluster 6 (*TraesCS4D03G0748700* and *TraesCS4B03G0840800*) are orthologous to the *Arabidopsis* pericycle marker *At2g02130/PDF2.3*.^7^ This suggests that cluster 6 is most likely the pericycle that shares transcriptomic features with phloem cells. We thus decided to manually annotate cluster 6 as the pericycle (Figure 1D).

Allohexaploid wheat presents a distinct challenge compared to diploid species such as *Arabidopsis* when it comes to defining cell type-specific markers due to the presence of three genomes. Several studies have looked into the expression of the gene homeologs at the tissue-specific level,^70^ single-nucleus level,^20^ and at single-cell level; e.g., in Chinese cabbage.^71^ In our study, we took into account information of the subgenome bias and the expression of homeologs when delineating the best possible conserved cell type-specific markers. We considered the best cell type markers to be expressed in the same cell types across all three genomes and assigned these as stable markers. This information contributes to the overall aim of highlighting the most specific cell type markers in our wheat root dataset but also defines the best possible conserved marker genes across monocot species in an unbiased manner considering the information currently available. In summary, the combination of a soil-grown wheat root transcriptome atlas, including experimental validation of the cluster identification on one hand with conserved marker identification and cell type-specific GRN on the other hand, provides an important resource for understanding root growth in monocot crops in general and wheat specifically.

### Limitations of the study

Although our cross-species orthology-based annotation approach successfully annotated most cell clusters in a newly generated scRNA-seq dataset, the pipeline is only as good as the cell type annotations in the available datasets. For example, pericycle and phloem cluster annotations are missing from the rice dataset^32^ either because those types of cells were not experimentally captured or because cluster identities were simply not resolved in the subsequent annotation and validation steps. Although ST approaches will solve most of the annotation challenges in years to come, current technologies have some clear limitations. For example, the untargeted ST approach we used has transcript diffusion as a major drawback. This can reduce resolution and compromise accuracy of the data, particularly in regions with small and heterogeneous cells, such as those found within the vascular tissues. Additionally, visualizing longitudinal sections to observe temporal expression levels comes with additional technical challenges for sectioning. However, the untargeted nature presents no restrictions on the number of genes analyzed compared to the targeted spatial approaches. 

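Outside the hand-drawn section outlines lay 90.4% of the MIDs of the root cap region chip and 90.6% of those of the distal root region chip, while the sections covered 1.67% and 1.09% of the capture area. With the outlines widened by 5% the shares were 89.3% and 89.8%. On the distal root region chip, the density of all genes at 0 to 100 spots outside the outlines was 71.1% of that inside, and it fell to 52.6% at 400 to 800 spots and 4.27% beyond 3200 spots. On the root cap region chip it was 99.5% at 0 to 100 spots and 36.4% at 400 to 800 spots, and stayed near 12.2% to 12.5% beyond 1600 spots. The lists differed in how dense they were just outside the sections. At 0 to 100 spots on the distal root region chip, the epidermis list was at 201% of its density inside and the cortex list at 25.3%. The xylem list was at 13.4% (15 MIDs), the list of provascular cells at 12.0% (40 MIDs) and the phloem list at 4.42% (2 MIDs). At 100 to 200 spots the xylem, provascular and phloem lists were at 37.7%, 20.9% and 15.2%, where all genes were at 71.2%. Sections 1, 2, 3 and 8 of the root cap region were less dense in MIDs than the ring 50 to 300 spots outside their outlines, with ratios of 0.760, 0.765, 0.587 and 0.932. When each gene's density in that ring was subtracted, zone enrichment rose from 1.32 to 1.73 for the xylem list and from 1.69 to 2.31 for the phloem list.

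**Figure D4:**
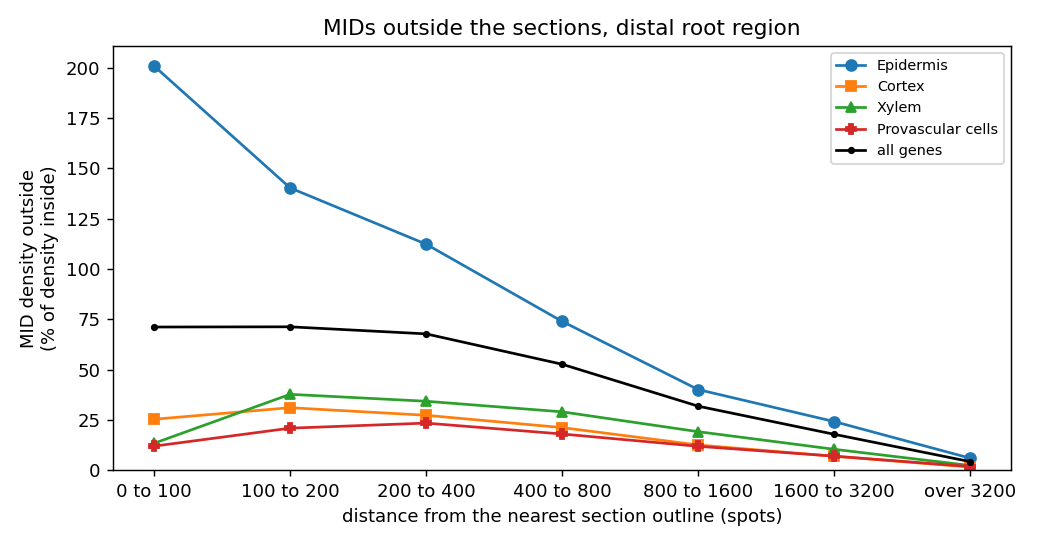
Density of MIDs outside the sections of the distal root region, by distance from the nearest outline in spots, as a percentage of the density inside the outlines. The epidermis list starts at 201%, above all genes at 71.1%, while the cortex, xylem and provascular lists start below them. Density inside is the mean over whole sections, and the epidermis list was denser in the outermost zone than just outside.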

The basic cell type annotation approach we present here can effectively resolve the majority of cell types in a newly generated single-cell atlas of a less-studied plant species and is therefore a useful addition to the toolbox of scientists venturing outside the well-studied *A. thaliana*.

## Resource availability

### Lead contact

Requests for further information, resources, and reagents should be directed to and will be fulfilled by the lead contact, Bert De Rybel ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• Raw and processed data of the scRNA-seq and STOmics Stereo-Seq untargeted ST experiments have been deposited at NCBI and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. The scRNA-seq data are accessible via our online browser tool (http://www.single-cell.be/plants).
• All code generated during this study is available at the GitHub repository and is publicly available as of the date of publication. Links to the code are listed in the key resources table.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

The authors would like to thank Li Pu, Jia Hui Khoo from BGI Research (Riga, Latvia) for help with the STOmics Stereo-seq experiments, and Sander Thierens for technical support for orthology inference. Part of this work was funded by a VLAIO grant from the 10.13039/501100011878Flemish Government (HBC.2019.2917 to Y.K., V.P., A.A., C.L.-M., Y.S., and B.D.R.) and by and the 10.13039/501100000781European Research Council (ERC StG TORPEDO; 714055 and ERC CoG PIPELINES, 101043257 to T.E. and B.D.R.). K.V. and B.D.R. received funding from EASI-Genomics TNA project PID7435. Y.S. and R.S. received funding from the Flemish Government under the “Onderzoeksprogramma Artificiële Intelligentie (AI) Vlaanderen” and from UGent project GOA.01G03524. J.S. was supported by 10.13039/501100007229BOF grant BOF24Y2019001901. L.P. is supported by 10.13039/501100003130FWO grant 01D16720. M.V.B. and K.V. are supported by 10.13039/501100003130FWO grant I000323N. We are thankful to the VIB Single Cell Core, VIB Flow Core Ghent, and VIB Nucleomics for support and access to the instrument park (vib.be/technologies). We also thank VIB Tech Watch for their support in setting up the cell enrichment and spatial transcriptomics technologies.

## Author contributions

Y.K., V.P., and C.G. performed the experiments. Y.K., V.P., J.S., L.P., R.S., T.E., M.S.-S., and M.V.B. performed data analysis. Y.K. and M.V. performed the genome bias analysis. All authors discussed the results and contributed to the manuscript. C.L.-M., A.A., Y.S., and B.D.R. conceived and supervised the project. Y.K. and B.D.R. wrote the paper with input from all authors.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Biological samples**		

*Triticum aestivum* cultivar Chinese Spring	BASF Innovation Center Ghent	N/A

**Chemicals, peptides, and recombinant proteins**		

CELLULASE ONOZUKA™RS	Yakult	Cat# L0011
CELLULASE ONOZUKA™R-10	Yakult	Cat# L0012
MACEROZYME R-10	Duchefa	Cat# M8002
Pectolyase Y23 G	Kyowa	Cat# L001794
CaCl_2_	Sigma	Cat# C5670
KCl	Sigma	Cat# 7447-40-7
MES Monohydrate	Duchefa	Cat# M1503
BSA	Sigma-Aldrich	Cat# A7906
beta-mercaptoethanol	Sigma	Cat# 63689
D-Mannitol	Sigma	Cat# M1902
Propidium iodide	sigma-aldrich	Cat# P4170
Calcein, AM	Invitrogen	Cat# C1430
Tissue-Tek OCT	Sakura	Cat# 4583
FluorescentBrightener 28	Sigma	Cat# F3543-5G
SSC buffer	Thermo	Cat# AM9770
RNase Inhibitor	NEB	Cat# M0314L

**Critical commercial assays**		

70 μm Cell Strainer	Falcon	Cat# 352340
Chromium Single Cell 3′ GEM, Library & Gel Bead Kit	10× Genomics	Cat# 1000268

**Deposited data**		

Single-cell datasets generated in this study.	NCBI’s Gene Expression Omnibus	GEO id: GSE270342
Spatial transcriptomics datasets generated in this study.	NCBI’s Gene Expression Omnibus	GEO id: GSE271725
GitHub workbook general manuscript codes	GitHub	https://github.com/VIB-PSB/wheat_root_atlas; https://doi.org/10.5281/zenodo.14524519
GitHub workbook annotation pipeline	GitHub	https://github.com/VIB-PSB/wheat_root_atlas; https://doi.org/10.5281/zenodo.14524587
Arabidopsis data	Wendrich et al.^7^	GEO id: GSE141730
Rice data	Liu et al.^32^	GEO id: GSE146035
Maize data	Ortiz-Ramírez et al.^24^	GEO id: GSE172302

**Software and algorithms**		

Cellranger	10x Genomics	Version 6.0.0
Seurat	Hao et al.^73^	Version 4.2.0
DoubletFinder	McGinnis et al.^74^	Version 2.0.3
Harmony	Korsunsky et al.^75^	Version 0.0.1
SAW	BGI Research	Version 1.0
Genstat	VSN International	Version 23
MINI-EX	Ferrari et al.^53^	Version 2.2
ENCODE ATAC-seq pipeline	Hitz et al.^84^	Version 2.2.2
ChIPseeker	Yu et al.^85^	N/A
FIMO	Grant et al.^87^	Version 5.5.5
RSAT	Medina-Rivera et al.^89^	N/A
BLAST+	Camacho et al.^90^	Version 2.6.0
OrthoFinder	Emms et al.^77^	Version 2.5.3
napari	Chiu and Clack^81^	Version 0.4.16
anndata	Virshup et al.^82^	Version 0.8.0
R	R Core Team, 2023	Version 4.3.1
Python (STOmics Stereo-seq data processing)	python.org	Version 3.10.10
Python (annotation transfer, conserved marker analysis & GRN regulon analysis)	python.org	Version 3.8.0

**Other**		

STOmics Stereo-seq capture chips	BGI	N/A
DNBSEQ-Tx sequencer	BGI	N/A
CIS-BP	Weirauch et al.^88^	Build 2.00
Plaza Monocots	Van Bel et al.^91^	Version 5.0
PlantTFDB	Tian et al.^92^	N/A

### Experimental model and study participant details

#### Plant materials and growth conditions

The Chinese Spring Wheat roots used for both scRNA-seq and STOmics Stereo-seq spatial transcriptomics were cut from 15-day-old seedlings. Seed stock was obtained from BASF Innovation Center Ghent. Seeds were pre-soaked in Milli-Q water for 4 days in the dark at 4°C, followed by 10-min treatment at 50°C in a water bath. Seeds were then transferred onto an MS (Murashige and Skoog) medium plate, grown in a tissue culture room (24°C, 06.00–22.00 light). After germination, seeds were transferred to soil (Jiffy) in a growth room (20°C, 06.00–22.00 light).

### Method details

#### Preparation of root samples for scRNA-seq, library construction and sequencing

A total of 100 root tips were harvested per sample (∼0.5 cm from root tip) from all available sources (primary, lateral root) and digested for 1.5 h in enzyme buffer (0.4 M mannitol, 20 mM MES, 20 mM KCl, 1.25% Cellulase RS (Yakult), 1.25% Cellulase R10 (Yakult), 0.3% Macerozyme R10 (Yakult), 0.12% Pectolyase Y-23 (Yakult), 10 mM CaCl_2_, 0.1% BSA, 0.018% beta-mercaptoethanol, pH = 5.7, the enzyme buffer was pre-heated at 60°C for 10 min, cool down to room temperature before use) with gentle shaking at room temperature. The protoplasts were filtered with a cell strainer (70 μm diameter, Falcon REF #352340), collected by centrifugation (200 g, 6 min), washed with 8% mannitol, filtered again with a cell strainer (70 μm diameter, Falcon REF #352340) and collected by centrifugation. The pellets were resuspended in 255 μl 8% mannitol and 45 μl levitation buffer (Levitas Bio). PI (Propidium iodide) and Calcein were added to the suspension. Cells were sorted using the LeviCell magnetic sorter (Levitas Bio). The purified cell suspension was then loaded onto a Chromium Single Cell 3′ GEM, Library & Gel Bead Kit (V3.1 chemistry, 10X Genomics) according to the manufacturer’s instructions. Libraries were sequenced on an Illumina NovaSeq 6000 instrument following recommendations of 10X Genomics at the VIB Nucleomics Core (VIB, Leuven).

#### Pre-processing of raw scRNA-seq data

The raw scRNA-seq dataset was initially processed using Cell Ranger 6.0.0 (10X Genomics). These pipelines include demultiplexing raw scRNA-seq data, aligning reads to the genome and generating gene-cell matrices. The genome and GTF files of *Triticum aestivum* were downloaded from IWGSC v2.1,^72^ with the chloroplast and mitochondrial genomes appended (>MH051715.1 *Triticum aestivum* cultivar Chinese Spring chloroplast, complete genome; >MH051716.1 *Triticum aestivum* cultivar Chinese Spring mitochondrion, complete genome) (Run ‘cellranger mkref’ with “-genome, -fasta and -genes” to build the genome reference. Run ‘cellranger count’ with “-id, transcriptome, -fastqs, -sample” to generate single-cell gene counts). The resulting filtered_gene_bc_matrices were used as the input for downstream analyses. For Arabidopsis,^7^ maize,^24^ and rice,^32^ the filtered_gene_bc_matrices were downloaded according to the original literature.

#### scRNA-seq quality controlled pipeline

For wheat, Arabidopsis, maize, and rice, the gene-cell matrices (filtered_gene_bc_matrices) were loaded into the Seurat package (v 4.2.0)^73^ and were individually processed. Quality control pipelines include keeping genes that are present in at least 3 cells and cells containing at least 500 genes and 800 UMIs; for maize, cells containing at least 1,200 genes and 3,500 UMIs are kept. Cells with more than 10% of mitochondrial reads and 5% of chloroplast reads were removed. Each single-cell dataset was then normalized using SCTransform from the Seurat package. 3000 variable features were returned for principal component analysis (PCA) and 30 PCs were used for clustering using FindNeighbors and FindClusters function with resolution = 0.3. Each pre-processed Seurat object was then used as input for doublet removal using DoubletFinder.^74^ After filtering, three datasets were merged in wheat, SCTransformed and integrated using Harmony.^75^ The same procedure was followed for the three replicates of Arabidopsis, nine replicates for maize, and two replicates for rice, respectively. The resultant integrated datasets were clustered using harmony dimensionality reductions. Clusters were identified using FindNeighbors and FindClusters with resolution = 0.24 for wheat, Arabidopsis, and maize, while fine-tuned for rice using the resolution = 1, and visualized using UMAP. Marker genes were identified using “FindAllMarkers” with logfc.threshold = 0.25, min.pct = 0.1.

#### Cross-species orthology-based cell type annotation pipeline

The cell type annotation source was based on DEG-annotation provided from the original paper,^7^^,^^20^^,^^24^^,^^32^ the cluster annotation to be transferred includes the newly generated wheat atlas as well as reprocessed Arabidopsis, maize, and rice. Firstly, for the newly generated wheat atlas and re-processed datasets, all cluster marker genes were generated and filtered by the threshold avglog2FC > 0.5 and FDR <0.05; while for the original datasets, cluster marker genes and corresponding annotations were kept the way the original literatures defined/described. For each cross-species comparison, cluster-specific DEG were first collapsed into their orthologous groups (i.e., differentially expressed groups). These orthologous groups were constructed as part of a custom PLAZA build^76^ using OrthoFinder^77^ with the species *Amborella trichopoda*, *Arabidopsis thaliana*, *Medicago truncatula*, *Oryza sativa*, *Setaria italica*, *Solanum lycopersicum*, *Triticum aestivum*, *Vitis vinifera*, and *Zea mays*. In contrast, for intra-species comparisons, the overrepresentation analysis detailed below was done using gene IDs instead of orthologous groups (below, DEG refers to both differentially expressed genes and groups). A background distribution of DEG sets, drawn from all DEG that are observed as a marker for any cluster, is constructed for each set of cluster-specific DEG. All clusters of the reference dataset are then compared to all clusters of the query dataset. For each comparison, a fold enrichment value is calculated as the number of DEG that overlap between the real reference and query cluster, divided by the median DEG overlap between the query cluster and the reference background DEG sets. A *p* value is calculated as the number of times the overlap with the background sets is larger than or equal to the real overlap, divided by the number of background sets. After comparing all query and reference clusters, the Benjamini-Hochberg procedure was applied to adjust *p* values for multiple testing (q values). The annotation of the best (lowest q value) corresponding reference cluster is then transferred, given that the overlap is significant (q value >0.05). The code used for this annotation transfer approach is available through GitHub (https://github.com/VIB-PSB/cross_species_annotation_transfer).

#### Preparation of root samples for STOmics stereo-seq

Roots were harvested fresh and embedded in pre-cooled OCT (Sakura) and stored at −80°C until processed. All following steps were performed according to the protocols from^44^^,^^52^ with small modifications. In brief, the pre-frozen root tissues in OCT were cross-sectioned at 10 μm thickness using a Leica CM1950 cryostat. STOmics Stereo-seq chip was pretreated with 0.01% poly-lysine for 10 min at room temperature before use. Tissue sections were adhered to the STOmics Stereo-seq chip surface and incubated on a slide warmer at 37°C for 8 min. Then, tissues were fixed in methanol and incubated at −20°C for 30 min and afterward stained with Fluorescent Brightener 28 (FB) and Qubit ssDNA. Imaging was performed with a Motic fluorescence microscope. Then the tissue sections were permeabilized at 37°C for 12 min followed by a washing step with 0.1x SSC buffer (Thermo, AM9770) containing 0.05 U/μL RNase inhibitor (NEB, M0314L). RNA was reverse transcribed for 3 h at 42°C, tissue sections were washed twice with 0.1x SSC buffer and digested with Tissue Removal buffer at 55°C for 10 min cDNA release mix was added and the cDNA was released during an overnight treatment at 55°C cDNA was purified using DNA Cleanup Beads AMPure^(R)^ XP (Agencourt), and amplified using PCR. A total of 30 ng of DNA were used for fragmentation, performed at 55°C for 10 min. Fragmentation products were amplified using PCR, purified using the DNA Cleanup Beads AMPure^(R)^ XP, and sequenced (paired-end 100 bp) on an MGI-DNBSEQ-Tx sequencer.

#### STOmics Stereo-seq data processing pipeline

Quality control, genome alignment and quantification of gene expression of the sequencing data were done using STOmics Analysis Workflow (SAW) (https://github.com/BGIResearch/SAW). Downstream analyses were done in R (4.3.1) and Python (3.10.10). For each root section, the corresponding cell-wall image was manually cropped around it (2000 × 2000 pixels) and the corresponding GEM was filtered accordingly. This ensured optimal alignment and faster processing. Cell-wall images were preprocessed using scikit-image^78^ to remove background debris and enhance quality. Cells were automatically defined using Squidpy with the cellpose method,^79^^,^^80^ as well as annotated using napari (0.4.16).^81^ Protein-coding transcripts from the GEM files were assigned to their corresponding cell, and were summed per gene, resulting in a cell-by-gene count matrix. Data was stored in an AnnData object (0.8.0)^82^ and gene expression within each cell was visualized using napari.

#### Cell type/state-specific spatial expression pattern identification

The spatial expression patterns of major cell types (epidermis, cortex, endodermis, pericycle, xylem, phloem) were assessed visually based on the anatomical features of the concentric cell layers of the root (Figure 2A). For example, enriched expression at the first layer (from outer to inner) of the section is considered as the spatial expression pattern of epidermis. Noteworthy, for provascular cells, enriched expression at the center of the section is expected as the dead hollow metaxylem attracts diffused signals from the provascular region (Figure 2A). For the spatial expression pattern of G1/S and G2/M phase, a patchy expression in most cell types across a section is expected as not all cells are undergoing cell division.

#### Gene regulatory networks and wheat motif mapping

GRNs were inferred using MINI-EX (v2.2),^53^^,^^54^ using the gene-to-cell count matrix extracted from the final Seurat object, along with the corresponding clusters and cell type annotations. While MINI-EX natively incorporates databases with TF information and precomputed motif mapping results for Arabidopsis, rice, and maize, a dedicated database was established for wheat, as described below. TFs and their families were obtained from^83^ with IDs converted from IWGSC v1.1 to v2.1 using the IWGSC conversion list. Unlike motif mapping results in the native databases, which rely on predefined rules for the identification of regulatory regions, our approach in wheat utilizes accessible chromatin regions obtained from an ATAC-seq study in wheat roots^55^ to minimize false positives. ATAC-seq data were processed using the ENCODE ATAC-seq pipeline v2.2.2,^84^ and peaks (`overlap.optimal_peak.narrowPeak`) were considered as regulatory regions for their nearest gene using ChIPseeker.^85^^,^^86^ A few genes with regulatory regions over 10 kb were excluded. TF motifs were mapped onto regulatory regions using FIMO^87^ from MEME v5.5.5 (motifs were converted to MEME format using `matrix2meme′ with a background calculated on all regulatory regions using `fasta-get-markov`). Wheat motifs were obtained from CIS-BP build 2.00,^88^ with redundant motifs removed using `compare-matrices` from RSAT^89^ (normalize correlation ≥1). Corresponding TFs with IWGSC v2.1 IDs were retrieved using `blastp` (BLAST+ 2.6.0)^90^ between the full sequences of CIS-BP TFs and IWGSC peptides, selecting the best hit for each TF based on sequential criteria (lowest `evalue ≤ 1e-50′, highest `bitscore`, highest `pident ≥90′, same chromosome in IDs, random). Wheat gene ontology for Biological Process (BP) was downloaded from Plaza Monocots 5.0.^91^ Furthermore, we extended the native TF information for rice and maize by adding orthologs of known TFs in wheat, rice, maize and Arabidopsis. Known TFs were obtained from PlantTFDB^92^ and orthologous TFs were added based on the PLAZA Integrative Orthology ensemble methodology (requiring at least two evidence types), using the same custom PLAZA build described in the orthology-based annotation Methods section. For all species, MINI-EX was then run using default parameters, without providing GO terms of interest. Only in wheat, the “topMarkers” parameter is increased from 700 to 2100 to account for wheat’s increased ploidy.

#### Marker stability

A total of 18,364 High-confidence homeolog triads for 55,092 genes were extracted from existing data,^70^ among which 15,874 of them have detectable expression (UMI >0) in our scRNA-seq data. A triad is considered a stable marker if its expressed homeologs are DEG of the same tissue types and is considered a specific marker if its expressed homeologs are DEG of only one same tissue type.

### Quantification and statistical analysis

#### Statistical model for computing genome asymmetry

A log-linear regression model of the form y = μ + replicate + cluster^∗^subgenome + ε, with a log link function, as implemented in Genstat (version 23, VSN International) was fitted to the average UMI counts. The dispersion parameter for the variance of the response was estimated from the residual mean square of the fitted model. Likelihood tests were used to assess the significance of the cluster.subgenome interaction term, by dropping this term from the full model. T-statistics were used to assess the significance of subgenome effects (on the logit transformed scale) by pairwise comparisons to a particular subgenome set as reference level. For example, we define A-dominant or A-suppressed as A-homeologs that are significantly higher (difference >0, FDR <0.05) or lower (difference <0, FDR <0.05) expressed than B-homeologs and D-homeologs. The false discovery rates (FDRs) were estimated by modeling the *p* values as a 2-component mixture of Uniform and Beta densities,^93^ as implemented in GenStat v23; default parameter settings were used to estimate p0, the proportion of features that are truly null.

# Supplementary material for: A single-cell and spatial wheat root atlas with cross-species annotations delineates conserved tissue-specific marker genes and regulators
**Source:** Cell Rep. 2025 Feb 1;44(2):115240. doi: 10.1016/j.celrep.2025.115240
**Supplement:** Document S2. Article plus supplemental information

# A single-cell and spatial wheat root atlas with cross-species annotations delineates conserved tissue-specific marker genes and regulators

## Graphical abstract

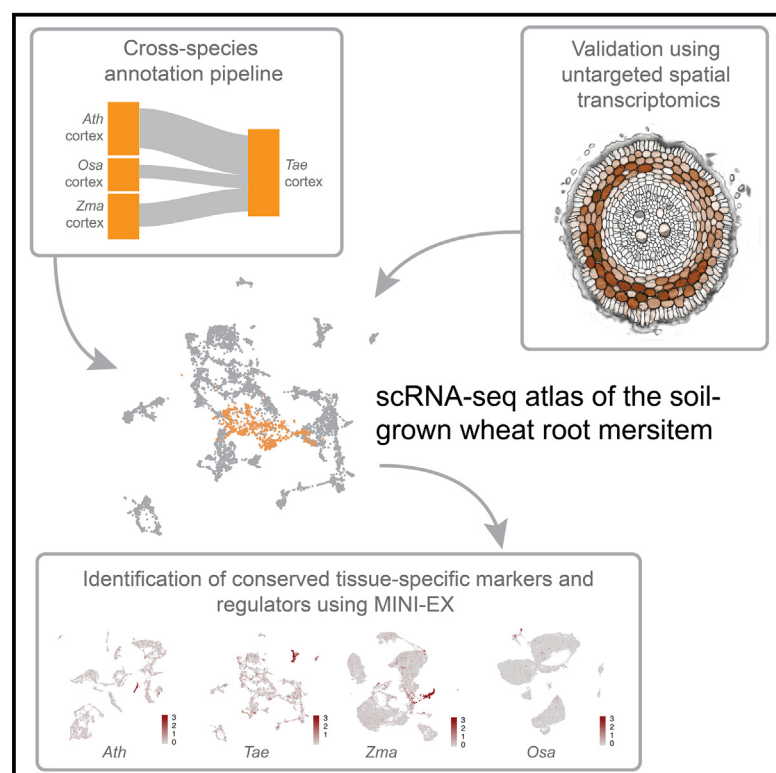

## Authors

Yuji Ke, Vincent Pujol, Jasper Staut, ..., Klaas Vandepoele, Yvan Saeys, Bert De Rybel

## In brief

Accurate scRNA-sequencing cluster annotation in less-studied plant species remains a major challenge due to the lack of validated marker genes. Ke et al. provide an orthology-based annotation pipeline and apply it to a soil-grown wheat root apical meristem dataset, which is validated using untargeted spatial transcriptomics.

## Highlights

- A single-cell soil-grown wheat root atlas validated by untargeted spatial transcriptomics
- An orthology-based approach provides reliable cluster annotations in wheat
- Cross-species analysis reveals evolutionarily conserved cell type-specific marker genes
- Single-cell GRN analysis identifies known and uncharacterized developmental regulators

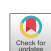

## Article

# A single-cell and spatial wheat root atlas with cross-species annotations delineates conserved tissue-specific marker genes and regulators

Yuji Ke,<sup>1,2,10</sup> Vincent Pujol,<sup>3,4,10</sup> Jasper Staut,<sup>1,2,10</sup> Lotte Pollaris,<sup>3,4</sup> Ruth Seurinck,<sup>3,4</sup> Thomas Eekhout,<sup>1,2,5</sup> Carolin Grönes,<sup>1,2,8</sup> Maite Saura-Sanchez,<sup>1,2</sup> Michiel Van Bel,<sup>1,2</sup> Marnik Vuylsteke,<sup>6</sup> Andrea Ariani,<sup>7</sup> Christophe Liseron-Monfils,<sup>7,9</sup> Klaas Vandepoele,<sup>1,2,\*</sup> Yvan Saeys,<sup>3,4,\*</sup> and Bert De Rybel<sup>1,2,11,\*</sup>

<sup>5</sup>VIB Single Cell Core, VIB, Ghent/Leuven, Belgium

<sup>6</sup>Gnomixx, Melle, Belgium

<sup>10</sup>These authors contributed equally

<https://doi.org/10.1016/j.celrep.2025.115240>

## SUMMARY

Despite the broad use of single-cell/nucleus RNA sequencing in plant research, accurate cluster annotation in less-studied plant species remains a major challenge due to the lack of validated marker genes. Here, we generated a single-cell RNA sequencing atlas of soil-grown wheat roots and annotated cluster identities by transferring annotations from publicly available datasets in wheat, rice, maize, and *Arabidopsis*. The predictions from our orthology-based annotation approach were next validated using untargeted spatial transcriptomics. These results allowed us to predict evolutionarily conserved tissue-specific markers and generate cell type-specific gene regulatory networks for root tissues of wheat and the other species used in our analysis. In summary, we generated a single-cell and spatial transcriptomics resource for wheat root apical meristems, including numerous known and uncharacterized cell type-specific marker genes and developmental regulators. These data and analyses will facilitate future cell type annotation in non-model plant species.

## INTRODUCTION

Since the first set of studies describing the application of single-cell transcriptomics in *Arabidopsis thaliana* root meristems,<sup>1–7</sup> single-cell RNA sequencing (scRNA-seq) and single-nucleus RNA sequencing (snRNA-seq) are rapidly being integrated in plant research.<sup>8–14</sup> The use of this technology is no longer limited to *Arabidopsis* roots, as multiple tissues, organs, and plant species are being profiled, with developing ears in maize,<sup>15</sup> rice pistils,<sup>16</sup> soybean nodules,<sup>17</sup> and pitaya pericarp<sup>18</sup> as a few examples. Given their importance for food security, applying sc/snRNA-seq to monocot crop species is of specific interest.<sup>19</sup> However, despite its importance for global food security, available single-cell/nucleus transcriptomics resources for wheat remain scarce, with only one available single-nucleus dataset for roots<sup>20</sup> and one single-cell dataset for the coleoptile,<sup>21</sup> compared to multiple studies across various tissue types in other economically important crops, such as maize<sup>15,22–31</sup> and rice.<sup>16,32–38</sup>

For less-intensely studied species like wheat, reliable cell type annotation is a major challenge in sc/snRNA-seq analyses due to the scarcity of available markers in addition to the loss of spatial information during protoplast generation or nucleus isolation. To circumvent this problem, orthology to well-characterized and/or validated cell type and cell state markers in other species is utilized. Often, this involves homology to markers in *Arabidopsis*, for which a wealth of information is available through validated transcriptional reporter lines and high-throughput transcriptome profiling on isolated cell types and cell states, specifically in root tissues.<sup>39,40</sup> However, relying solely on marker genes from *Arabidopsis* for cell type annotation has not always proven to be successful,<sup>32</sup> likely due to anatomic specialization of cell types and functional divergence among genes underlying similar cell types in *Arabidopsis* and other species. Furthermore, validation through mRNA *in situ* hybridization or mRNA fluorescence *in situ* hybridization<sup>15,28,32</sup> is labor intensive, low throughput, and highly dependent upon probe design and signal intensity.<sup>41</sup> All

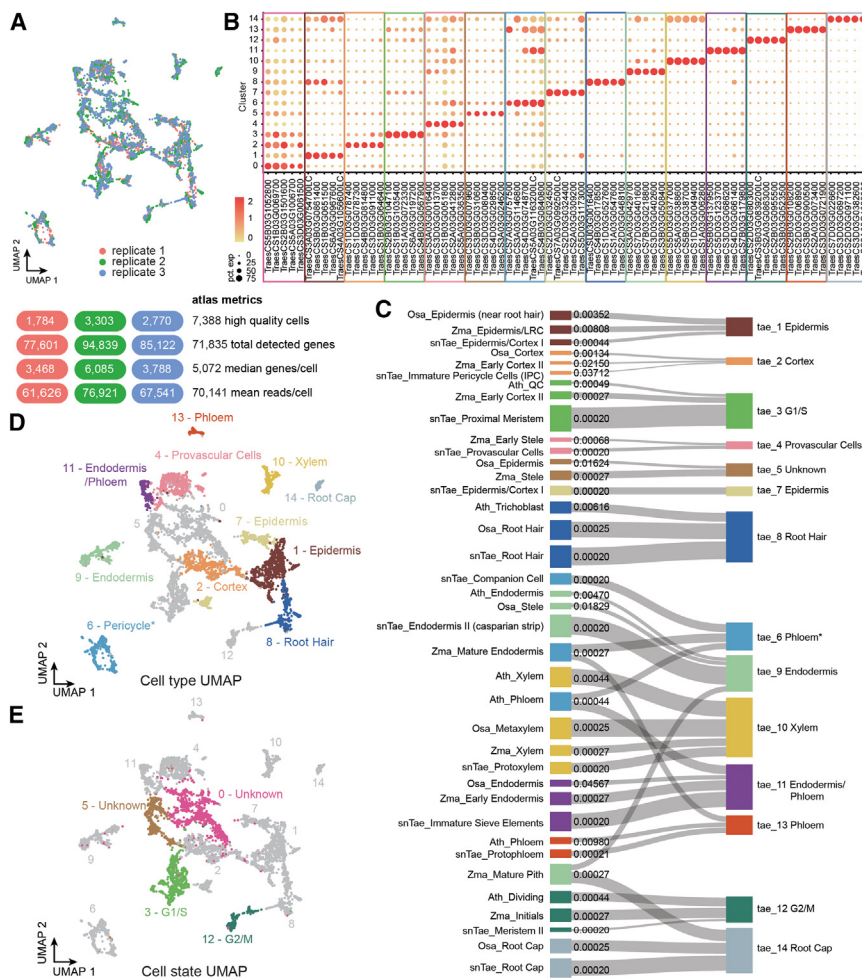

**Figure 1. Single-cell RNA-seq and cluster annotation of wheat root tips**

(A) UMAP visualization of the three replicates in our scRNA-seq experiment and corresponding atlas metrics.

(B) Expression of cell type markers across each cluster. Dot diameter, proportion of cluster cells in a cluster expressing a given gene; color, mean expression across cells in that cluster.

(C) Sankey plot showing annotations transferred from *Arabidopsis* (*Ath*), rice (*Osa*), maize (*Zma*), and single-nuclei wheat (*snTae*) to our wheat atlas (*Tae*) and corresponding q value.

(D and E) Annotated UMAPs with cell type (D) and cell state (E) annotations. Please note that cluster 6 was manually annotated as pericycle based on evidence from STOmics Stereo-seq data and known pericycle marker genes and was therefore marked with an asterisk.

of these considerations limit the high-throughput use of cell type markers for cluster annotation and overall sc/snRNA-seq data validation in crop species like wheat. Instead, validation using targeted<sup>28,30,42</sup> and untargeted spatial transcriptomics technologies<sup>17,18,38,43–47</sup> is gaining traction and demonstrating efficacy.

## RESULTS

### Generation of a single-cell soil-grown wheat root apical meristem atlas

To characterize cell type gene expression in a plant species with a complex polyploid genome and expand the available resources for the research community, we generated a single-cell transcriptome atlas for wheat root apical meristems under realistic growth conditions. We applied droplet-based scRNA-seq on dissected root apical meristems (bottom 0.5 cm of the root meristem) harvested from 15-day-old soil-grown allohexaploid bread wheat seedlings (*Triticum aestivum* cultivar Chinese Spring, 2N = 6x = 42, AABBDD) in three replicates (Figures S1A and 1A). The soil-grown root tissues were enzymatically digested into protoplasts using an optimized protocol (see STAR Methods for details); protoplasts were enriched, and debris was removed in a gentle way using the LeviCell platform (Figure S1A). After li-

brary preparation, sequencing and quality control (Figures S1B–S1D; see STAR Methods for details), this resulted in a soil-grown wheat root meristem atlas containing 7,388 high-quality cells with a total of 71,835 expressed genes (see Table S1 for detailed metadata). We visualized the data with dimensionality reduction using uniform manifold approximation and projection (UMAP) and grouped cells into 15 transcriptionally distinct clusters. For each of these clusters, we predicted a set of highly cluster-specific genes (Figure 1B), among which we found genes orthologous to known

### Predicting cluster annotations through cross-species orthology

marker genes reported in other studies (Table S2), which can serve as marker genes for future use in wheat root tissues. In most plant species and organs, there are very few to no experimentally validated marker genes that could be used to reliably annotate cell identities to clusters obtained from single-cell approaches. Even when marker genes exist, it is questionable whether annotating entire cluster identities based on one or two marker genes is the best approach.<sup>14</sup> Alternative methods make use of a few known validated orthologous markers from the well-annotated model eudicot species *Arabidopsis thaliana* to annotate less-intensely studied species like *Medicago truncatula*, poplar, and tomato.<sup>48–50</sup> This method is only as good as the available marker genes and depends highly on the evolutionary distance between *Arabidopsis* and the species to be queried. In another work, a set of single-copy orthologs from maize, sorghum, and *Setaria* was first used to co-cluster the expression profiles of cells/nuclei in the three species, followed by cluster annotation using known maize cell type markers.<sup>28</sup> However, this approach does not translate well to species with a more complex genome, such as allohexaploid wheat, containing

homoeologous genes that can undergo expression divergence.<sup>51</sup> To circumvent these limitations, we implemented a statistical framework to map existing cluster annotations to new, unannotated datasets using cross-species orthology. While some individual orthologs can exhibit diverging cell type specificity, at the group level they generally tend to display similar cell type specificities, allowing them to be used to transfer cell type information across species. To manage the variability in cell type specificity among orthologs, we employed an enrichment approach to detect overrepresentation of tissue-specific markers. By calculating the enrichment of orthologous groups of genes, we can avoid the limitations of single-copy orthologs. The resulting increase in the number of marker genes allows us to more reliably transfer cluster annotations to the allopolyploid wheat dataset (see below and Table S3).

To annotate our clusters, we used scRNA-seq information from other major cereal crop species for which more molecular information and validated cluster identities are available, including maize (*Zma*),<sup>24</sup> rice (*Osa*),<sup>32</sup> and a previously published wheat single-nucleus RNA-seq study (snTae).<sup>20</sup> Although evolutionarily more distant from these monocot species, we also included *Arabidopsis* (*Ath*),<sup>7</sup> as this is still the best-validated model species, especially when it comes to the root apical meristem. Our approach for transferring cluster annotations to other species starts by computationally inferring cluster-specific marker genes or differentially expressed genes (DEGs). We inferred these for our soil-grown wheat atlas (STAR Methods) and retrieved DEGs as provided by publicly available *Arabidopsis*, maize, rice, and single-nucleus wheat datasets. These DEGs form the basis of our annotation approach. To compare them across species, we inferred orthologous groups using a carefully selected set of species (see STAR Methods for details). To identify similar clusters in different species, our approach converts DEGs into their corresponding orthologous group and then generates a background distribution of these groups. This background consists of orthologous groups that are randomly drawn from all orthologous groups that are observed as a marker in any cluster. By comparing the real overlap in orthologous groups between two clusters with the overlap with the background sets, a fold enrichment change and corresponding *p* value can be calculated. This statistical approach indicates how likely it is that the overlap in orthologous groups between the two clusters is observed only by chance. This procedure is applied to all pairwise combinations of clusters between species, and *p* values are corrected for multiple testing (*q* value) (Table S3; Figure 1C). In case of a comparison between the same species, the DEGs instead of the orthologous groups are compared analogously. Annotations from the publicly available datasets for *Arabidopsis*, rice, maize, and wheat were transferred to the clusters of our newly generated dataset using the best hit (smallest *q* value, largest fold enrichment to break ties) in each public dataset. Since available datasets annotate clusters at different levels of resolution, we grouped all cluster identities into main tissue types: epidermis, cortex, endodermis, pericycle, xylem, phloem, and root cap. To avoid confusion between clusters with clear annotation at the anatomical level and clusters more clearly defined by cellular processes/states, we separated cell states and cell types in UMAP representations.<sup>14</sup> This unbiased

approach predicted cluster annotations of all major cell types, including epidermis, cortex, endodermis, xylem, phloem, and root cap, for the newly generated wheat scRNA-seq dataset (Figure 1D). The fact that our approach is able to annotate the major cell types despite the lower sequencing depth due to the large number of expressed genes in the polyploid wheat genome further supports the feasibility of our method. Note that the pericycle was not annotated, as this cell identity was not annotated in several of the datasets used for our analysis. Additionally, G2/M and G1/S phases were also annotated as distinct cell states (Figure 1E). Our approach allowed us to annotate clusters using more marker genes than through a manual or single-copy orthology approach (Table S3). Indeed, the single-copy approach retrieves only 33 genes among wheat, rice, maize, and *Arabidopsis*, none of which are also wheat DEGs, rendering this approach not usable in our case. As one example of using our statistical approach, we annotated cluster *Tae\_4* as provascular cells using 6 genes from the wheat snRNA-seq dataset. One of these genes refers to *AtWAT1*, which is the only validated marker previously used to manually annotate the provascular cluster in the wheat snRNA-seq dataset.<sup>20</sup> Therefore, our approach not only revealed a known provascular marker gene but simultaneously revealed more candidate marker genes. Therefore, we provided a list of overlapping genes/matches used for all other cross-species annotations (Table S3). Overall, our cross-species orthology approach managed to predict all major cell type/cell states in our newly generated wheat root apical meristem atlas and to simultaneously provide more candidate marker genes that can be used to infer cell identities in other species.

### Validation of the cluster annotations using spatial transcriptomics

To experimentally validate the predicted annotations of our soil-grown wheat root meristem atlas obtained from the orthology-based mapping approach, we next optimized and implemented an untargeted spatial transcriptomics (ST) technology called STOmics Stereo-seq<sup>44,52</sup> on the same samples as collected for scRNA-seq experiment (see STAR Methods for experimental and analysis details). After processing the images (Figure S2), we examined the top DEGs of each cluster identified through scRNA-seq (Table S4) across all available segmented sections. Although we noticed transcript diffusion outside the tissue sections (Figure S3), plotting the top DEGs for the predicted epidermis (cluster 7), cortex (cluster 2), xylem (cluster 10), phloem (cluster 13), root cap (cluster 14), G1/S (cluster 3), G2/M (cluster 12), provascular cells (cluster 4), and endodermis (cluster 9) clusters showed the expected expression patterns (Table S5; Figures 2B–2F and S4A–S4D; STAR Methods). We next determined the overlap in cluster annotation between the untargeted ST data showing gene expression *in situ* on tissue sections and the predictions from our orthology-based approach on the scRNA-seq data. On average, 62.8% (113 of 180) of the top 20 DEGs of each scRNA-seq cluster annotated using our orthology-based approach overlapped in the spatial expression patterns, validating these genes as cell type/state-specific marker genes (Table S5). As a general observation, the overlap was very high for tissues with many cells on the tissue sections of the untargeted ST and poor for tissue types with few cells

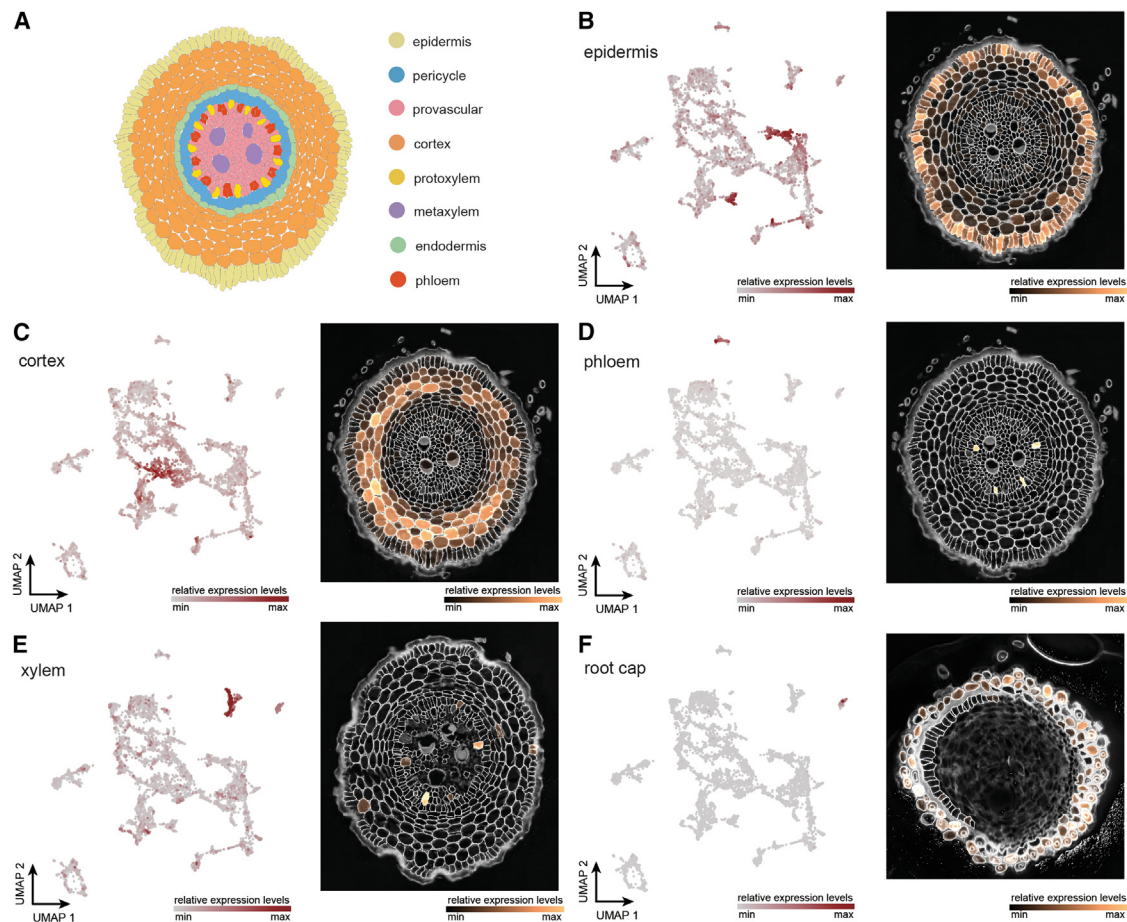

**Figure 2. scRNA-seq-derived marker gene expression patterns in STOmics Stereo-seq root sections**

(A) A cross-section of wheat root apical meristem with major cell types annotated.

(B–F) UMAP feature plot and STOmics Stereo-seq visualization of marker genes from epidermis (B), cortex (C), phloem (D), xylem (E), and root cap (F).

on the sections. Thus, although the majority of genes in the top 20 DEGs overlap between these two unbiased approaches, predictions are more challenging for the low-abundant tissue types (Figure S5B). In summary, our untargeted ST data not only confirmed the effectiveness of our cross-species cell type mapping approach in predicting annotations and the overall robustness of our wheat root single-cell dataset but also provided high-confidence cell type/state-specific marker genes.

Our annotation approach, which links corresponding cell type clusters from different species and the validation of these cluster identities using ST, now also enables us to resolve inconsistencies in the annotations and strengthen predictions in the other datasets. For example, the *Tae\_2* cluster, validated to be the cortex cluster in our wheat soil-grown root dataset, has its best hits with *Osa\_cortex*, *Zma\_Early Cortex II*, and the *snTae\_Immature Pericycle Cells* clusters. This would suggest that the annotation of *snTae\_Immature Pericycle Cells* is questionable due to its conflict with all other lines of evidence. We thus re-annotate this cluster (Table S6; Figure S5A) to *snTae\_cortex* for further analyses. Taken together, our cross-species cluster annotation approach not only enables comprehensive cell type annotation

of our newly generated wheat atlas but also allows resolution of inconsistencies in publicly available datasets.<sup>20</sup>

### Identification of robust evolutionarily conserved tissue-specific markers

We next aimed to define robust, tissue-specific markers that can be used for cluster annotation across different species by integrating the information in our wheat atlas and the public available scRNA-seq datasets in rice, maize, and *Arabidopsis*. This integration starts with the homogenization of input data through the reprocessing of these publicly available datasets with the same workflow used for our wheat scRNA-seq dataset (STAR Methods). The annotations from the original publications for these public datasets, resolved through previous analyses (Table S6; Figure S5A), were then transferred to the re-processed clusters using our statistical annotation transfer approach (Figures 3A–3D; Table S7). For each species in the analysis, all tissue-specific DEGs were determined and aggregated into experimentally validated major cell types, including root cap, epidermis, cortex, endodermis, pericycle, xylem and phloem, based on the cluster annotation. Tissue-specific DEGs

for all four species were then ranked on tissue specificity (*q* value). To aggregate the resulting ranks across species, we computed the average rank within each orthologous group, considering only the rank of the most tissue-specific (lowest *q* value) DEG in each species. First, markers are ranked based on the number of species in which they are conserved. Then, within each level of conservation, markers are further ranked on their average rank across species. For each of the orthologous groups, we report the final rank, which corresponds to the most tissue-specific DEG in each species. Specifically, for wheat DEGs that are triads (genes with one-to-one-to-one homeologs across the A, B, and D genomes), we report stability (there is no conflicting tissue specificity among expressed homeologs), specificity (the expressed homeologs are specific to only one tissue), as well as genome asymmetry (there is a bias in expression among the three homeologs), leveraging the homeolog expression pattern of allohexaploid wheat (STAR Methods). We found genome asymmetry within all clusters (Table S8; Figure S6; see STAR Methods for details). Among them, the root cap contains most triads with biased expression (5.4% of all triads in the wheat genome), while the cells in G2/M phase show the least (1.2%). Since cell type annotation is based on cluster DEGs, we extracted all 1,515 wheat triads (1:1:1 homeologs) that are cluster DEGs and found that 427 (28.2%) of them have at least two-thirds of their homeologs end up in different clusters, indicating homeolog expression divergence across cell types. These results (Table S9) not only summarize computationally inferred markers of four important plant species but also provide a convenient way for the plant single-cell community to identify potential robust orthologous markers in other, less studied organisms by focusing on orthologs that are conserved across different species or are monocot-specific. From this analysis, for example, we found 17 orthologous groups that are conserved across the four species in xylem (Figure 4A). One of these orthologous groups contains *XCP1*, which shows high xylem expression specificity across *Arabidopsis* (*At4g35350*), wheat (*TraesCS5A03G0388600/TraesCS5D03G0377000*), rice (*LOC\_Os01g73980*), and maize (*Zm00001d035689*) scRNA-seq data (Figures 4B–4E). The wheat ortholog also showed xylem-specific expression in spatial data and is stable and balanced across three subgenomes (Figures 4F and 4G). Thus, we characterize *XCP1* as a robust, evolutionarily conserved marker for xylem tissues that is also stable and balanced among the homeologs in wheat. Although less specific in *Arabidopsis*, *DRN1* (*At2g45180*, *TraesCS1A03G0554700*, *LOC\_Os04g46810*, *Zm00001d026163*) is an example of a conserved marker for cortex (Figure S7).

In addition to markers conserved across *Arabidopsis*, wheat, rice, and maize, we also focused on tissue-specific markers that are unique to the monocot clade with the rationale that, currently, orthologs to *Arabidopsis* markers are mostly used in monocots, while there might be more specific markers for the different root tissues in monocots (Table S9). For example, *TraesCS3A03G0974500/LOC\_Os01g68589/Zm00001d012080* was found to be cortex-specific and is unique to monocot species, as the closest *Arabidopsis* homolog, *At5g61050*, showed no cortex specificity (Figures 4H–4L). Furthermore, the wheat ortholog also showed cortex-specific expression in our spatial data (Figures 4M and 4N). These results suggest that *TraesCS*

*3A03G0974500/LOC\_Os01g68589/Zm00001d012080* is a monocot-specific cortex marker. Another example of tissue-specific markers unique to the monocot clade is *TraesCS2D03G0321600/TraesCS2A03G0303700/TraesCS2B03G0423400*, *LOC\_Os07g44550*, *Zm00001d006933* in the epidermis (Figure S8). In summary, our analyses provide 113 orthologous groups that are conserved across at least three species as a resource to the community in the form of predicted tissue-specific markers from which one can find those that are evolutionarily conserved across *Arabidopsis*, wheat, rice, and maize or, e.g., those unique to the monocot clade.

### Cell type-specific GRN analysis retrieves both known and uncharacterized developmental regulators

Leveraging our annotated and validated wheat root atlas, we can now predict cell type-specific regulators and gene regulatory networks (GRNs). For this, we applied MINI-EX, which infers a set of cell type-specific GRNs using expression- and motif-based filtering and subsequently ranks transcription factor (TF) regulators on their predicted functional relevance.<sup>53,54</sup> GRNs derived solely from co-expression often yield numerous false positives, which can be mitigated by filtering putative target genes of a TF for those that contain the corresponding TF binding motif in their regulatory region. Given that motif mapping files for wheat are not available, we generated a *de novo* motif mapping file based on publicly available assay for transposase-accessible chromatin using sequencing (ATAC-seq) data in the wheat root.<sup>55</sup> This approach minimizes false positives by leveraging experimentally defined accessible chromatin regions, which are more likely to be bound by TFs and, thus, involved in transcriptional regulation (STAR Methods; Figure S9). Briefly, we processed the ATAC-seq data and identified peaks, which we considered regulatory regions for their nearest gene. We then mapped wheat TF motifs onto these regulatory regions, allowing us to associate the corresponding TFs and TF families to their potential target genes. With the ATAC-filtered motif mapping file, we employed MINI-EX and recovered cell type-specific regulons for which the TFs are orthologous to known regulators in *Arabidopsis*, including *VND1-4*<sup>56</sup> and *TMO5/T5L1*<sup>57</sup> for xylem, *DOF5.3*<sup>58</sup> for phloem, *RHL1*<sup>59</sup> for epidermis (root hair), and *MYB36*<sup>60</sup> for endodermis (Figure S10; Table S10). Given that our GRN analyses recover known regulators, it is likely that the unknown factors predicted in this analysis might also be tissue-specific regulators, making them interesting targets for further study in wheat. In order to provide similar GRN information for other key plant model species as a resource to the community, we ran MINI-EX on the reprocessed rice, maize, and *Arabidopsis* datasets (Figures S11–S13; Table S10) and performed a comparative analysis on the resulting GRNs. The TFs that were predicted to be the most functionally relevant for each of the major cell types were then compared between species using orthology. In order to both filter out spurious overlap of low-confidence regulators between species and to balance the number of regulators in the comparison, we only compared the top 50 most functionally relevant TFs using the MINI-EX ranking for each tissue and each species (Figure 5A; Table S11). This analysis allowed us to investigate the occurrence of a certain regulator in different cell types across four datasets and help reveal

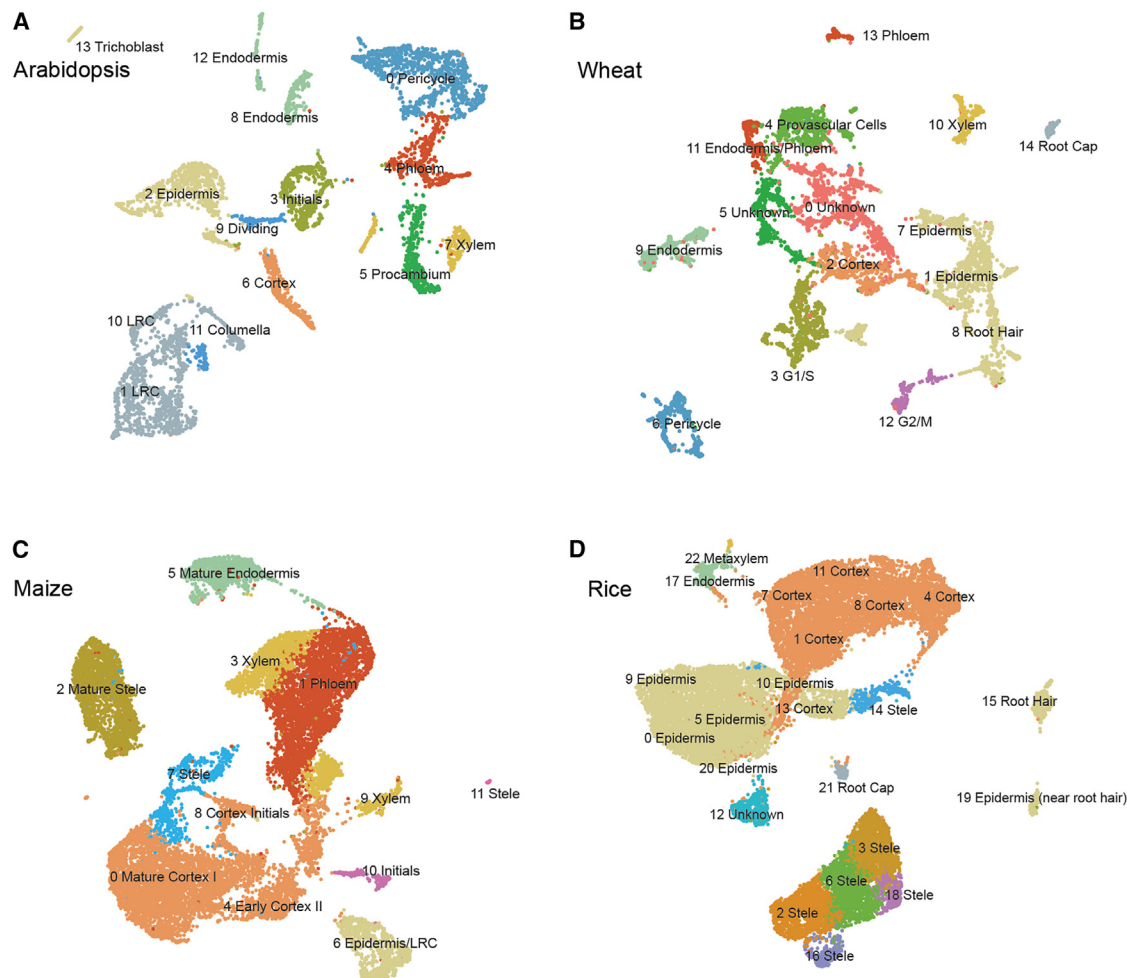

**Figure 3. Reprocessed scRNA-seq datasets**

- (A) Reprocessed and transferred annotation of the *Arabidopsis* scRNA-seq dataset.<sup>7</sup>  
 (B) The wheat scRNA-seq dataset generated in this study.  
 (C) Reprocessed and transferred annotation of the maize scRNA-seq dataset.<sup>24</sup>  
 (D) Reprocessed and transferred annotation of the rice scRNA-seq dataset.<sup>32</sup>

both tissue-specific regulators conserved across all four species and regulators unique to the monocot clade (Table S11). For example, in xylem tissues, two regulators were found to be conserved across *Arabidopsis*, wheat, rice, and maize, including a known xylem developmental regulator, *EMB2749/NAC007/VND4* (*At1g12260*, *TraesCS7D03G0019800*, *LOC\_Os04g45340*, *Zm00001d002828*) that causes ectopic deposition of secondary walls when overexpressed<sup>61,62</sup> (Figure 5B; Table S12), as well as an uncharacterized regulator, *ANAC002* (*At1g01720*, *TraesCS3A03G0950500*, *LOC\_Os01g66120*, *Zm00001d038221*). Putative regulators unique to the monocot clade in xylem tissues include the uncharacterized NAC domain-containing protein 67-like (*TraesCS6B03G0176100*, *LOC\_Os07g12340*, *Zm00001d019207*), NAC domain-containing protein 92-like (*TraesCS2D03G0214000*, *LOC\_Os07g48550*, *Zm00001d022517*; *TraesCS4A03G0277300*, *LOC\_Os03g21030*, *Zm00001d028995*), MYB4-like (*TraesCS2D03G0864800*, *LOC\_Os04g43680*, *Zm00001d02*

5864), and ERF7-like (*TraesCS2D03G1207000*, *LOC\_Os04g57340*, *Zm00001d001907*). Additionally, four root cap regulators—*ANAC081* (*At5g08790*), *WRKY17* (*At2g24570*), *WRKY26* (*At5g07100*), and *WRKY40* (*At1g80840*)—were found to be conserved across *Arabidopsis*, wheat, rice, and maize, where *ANAC081* (*At5g08790*) is a paralog of a known root cap-specific TF, *ANAC033/SOMBRERO* (*At1g79580*),<sup>63</sup> that plays a key role in root cap developmental programmed cell death (dPCD)-mediated physical defense mechanism limiting microbial invasion of the root.<sup>64</sup> Interestingly, WRKY proteins are well-known TFs that function in plant immunity to biotic stress, though they have not yet been studied at the cell type level. For example, *WRKY17* (*At2g24570*) has been shown to act as a negative regulator of basal resistance to the plant pathogen *Pseudomonas syringae*.<sup>65</sup> *WRKY40* (*At1g80840*) has been reported to interact with other WRKYs to function in plant responses to *P. syringae* and *Botrytis cinerea*.<sup>66</sup> Last, *WRKY26* (*At5g07100*) has been

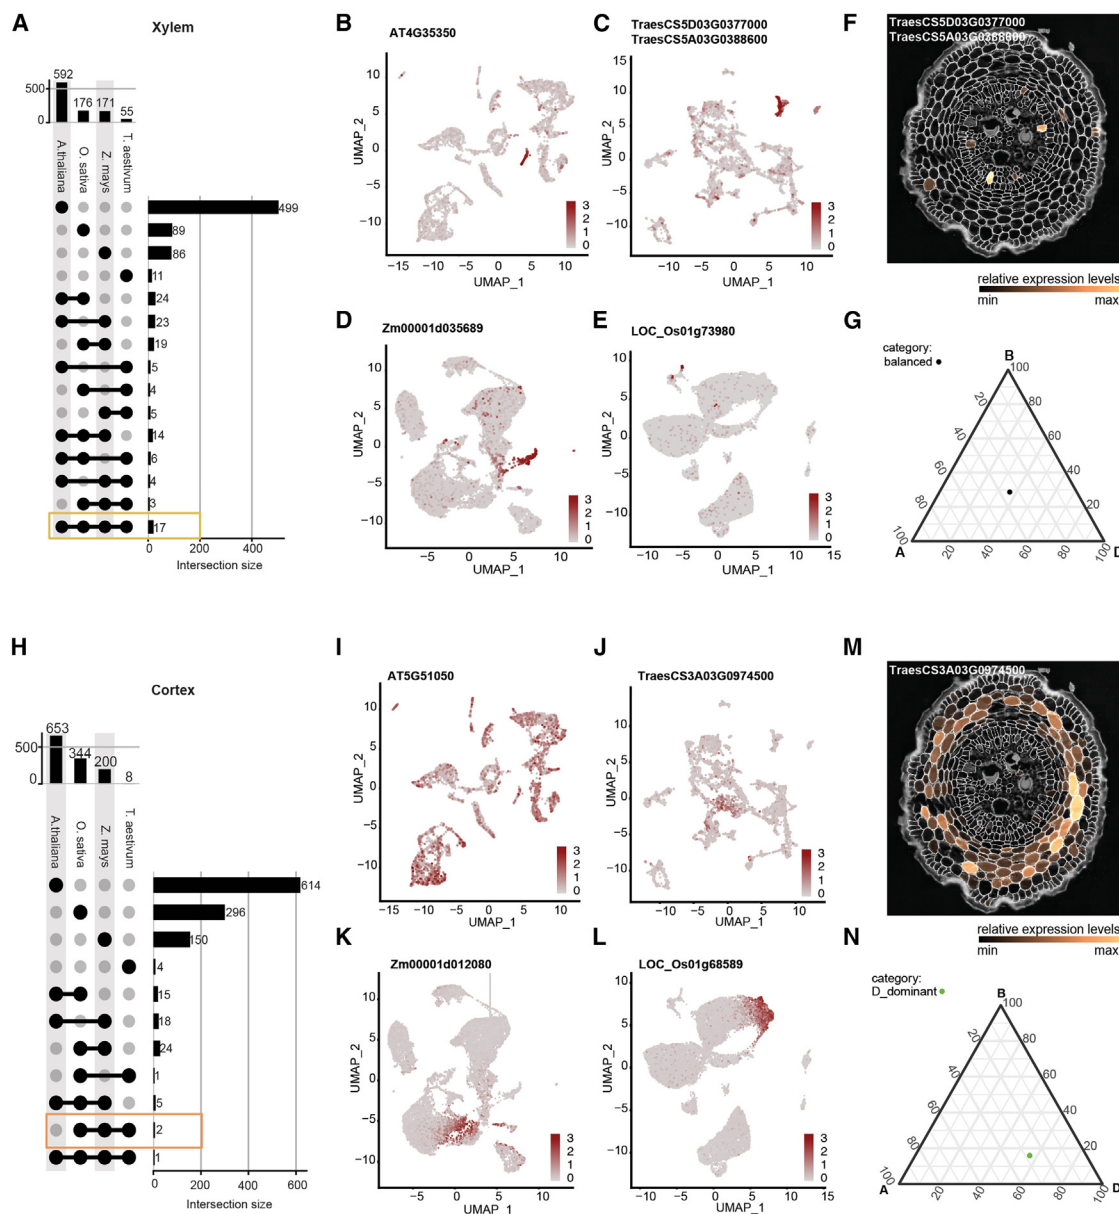

**Figure 4. Tissue-specific markers conserved across *Arabidopsis*, wheat, rice, and maize or unique to the monocot clade**

(A) UpSet plot showing the intersections of orthologous groups of xylem markers across *Arabidopsis*, wheat, rice, and maize.

(B–E) Feature plots of a xylem-specific marker across species.

(F and G) Spatial expression in STOmics Stereo-seq data (F) and ternary plot showing genome asymmetry information (G) of the same xylem-specific marker in the wheat root meristem.

(H) UpSet plot showing the intersections of orthologous groups of cortex markers across *Arabidopsis*, wheat, rice, and maize.

(I–L) Feature plots of a cortex-specific marker unique to monocots.

(M and N) Spatial expression in STOmics Stereo-seq data (M) and ternary plot showing genome asymmetry information (N) of the same cortex-specific marker in the wheat root meristem.

suggested to also play a role in basal immunity.<sup>67</sup> These three WRKY-type root cap regulators have been reported to play a role in plant microbial pathogen defense. This functional information not only supports the reliability and significance of the regulators identified in our analyses but also suggest that VND4-mediated secondary cell wall deposition in xylem and

root cap dPCD-mediated defense mechanisms are cross-species conserved. In summary, these single-cell gene regulatory networks analyses predict numerous known and uncharacterized root developmental regulators, including those that are conserved across *Arabidopsis*, wheat, rice, and maize as well as those unique to the monocot clade. For the known and

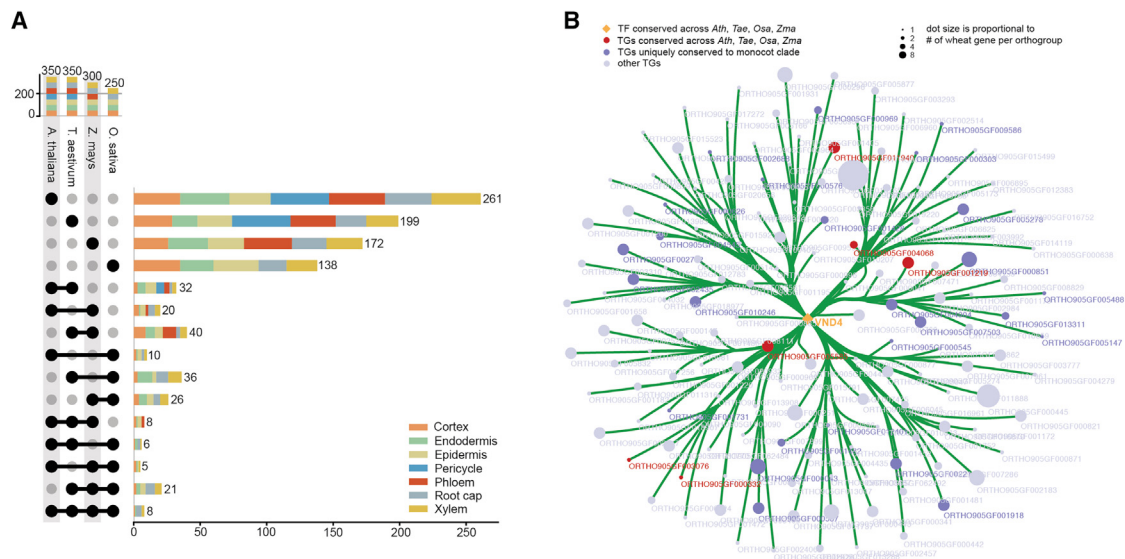

**Figure 5. Cross-species overlap of predicted tissue-specific regulators**

(A) UpSet plot showing the intersections of predicted regulators across *Arabidopsis*, wheat, rice, and maize.

(B) Cytoscape visualization of the GRN around wheat *VND4*. Dot size is proportional to the number of wheat genes in each orthologous group.

conserved regulators, the knowledge gained from *Arabidopsis* can now be transferred to less intensely studied crop species, while the uncharacterized regulators can be promising targets for future functional studies.

## DISCUSSION

sc/snRNA-seq are powerful approaches for the unsupervised characterization of transcriptional variation in heterogeneous biological systems. However, separating heterogeneity in cell types or cell states from other sources of variation represents a challenge for both experimental design and computational analyses of scRNA-seq.<sup>68</sup> Moreover, given that clusters are, in essence, mathematical groupings, clusters only acquire biological relevance for further downstream analysis after undergoing detailed cell type annotation.<sup>14,69</sup> Although this has become a routine computational task for well-studied model systems like the root meristem of *Arabidopsis*, this is only possible by relying on decades of work identifying cell type and cell state marker genes.<sup>39,40</sup> In less studied organs and species, such elaborate resources are not readily available. ST promises to solve most of these issues in validating cell type annotations of non-model plant species in a high-throughput manner, as it avoids generating transgenic reporter lines.<sup>17,18</sup> Moreover, in contrast to animal cells, the cell wall of plant cells presents a unique advantage for defining cell boundaries during segmentation analysis. Despite these prospects, the real-life application of ST is still in its infancy in the plant field and by no means accessible to most research groups. Until this becomes a routine and affordable approach, cell type- and cell state-specific markers remain an important resource to the community for various molecular biology applications, including the interpretation of sc/snRNA-seq datasets. More specifically, the transferability between species of marker genes holds great importance when studying

less-characterized plants and/or organs. By leveraging cross-species orthology, we were able to transfer cell type annotation from multiple available validated datasets to a newly generated dataset. Noteworthy is that the xylem cluster is the most identifiable and transcriptionally distinct cluster in all species used for this study. In comparison, the pericycle is one of the least clearly defined clusters in any of the datasets and is missing from our pipeline predictions. The existence of two separating phloem clusters (6 and 13) (Figure 1C), with only cluster 13 validated as phloem with spatial data, led us to speculate that cluster 6 could possibly be pericycle. This speculation was supported by two lines of evidence. First, by examining the top 25 DEGs of cluster 6, we noticed several genes (*TraesCS4B03G0262700*, *TraesCS6B03G0419800*, *TraesCS5B03G1121200*, *TraesCS4D03G0223700*, *TraesCS4A03G0535400*) with a clear expression in the pericycle layer in ST data, though not covering all individual pericycle cells and with some additional expression in phloem cells (Figure S4E). Further examination of these 5 genes showed that they are also low-ranking DEGs of cluster 13 and have enriched expression primarily in cluster 6 and somewhat in cluster 13 according to the UMAP visualization (Figure S4E). Second, two DEGs from cluster 6 (*TraesCS4D03G0748700* and *TraesCS4B03G0840800*) are orthologous to the *Arabidopsis* pericycle marker *At2g02130/PDF2.3*.<sup>7</sup> This suggests that cluster 6 is most likely the pericycle that shares transcriptomic features with phloem cells. We thus decided to manually annotate cluster 6 as the pericycle (Figure 1D).

Allohexaploid wheat presents a distinct challenge compared to diploid species such as *Arabidopsis* when it comes to defining cell type-specific markers due to the presence of three genomes. Several studies have looked into the expression of the gene homeologs at the tissue-specific level,<sup>70</sup> single-nucleus level,<sup>20</sup> and at single-cell level; e.g., in Chinese cabbage.<sup>71</sup> In our study, we took into account information of the subgenome

bias and the expression of homeologs when delineating the best possible conserved cell type-specific markers. We considered the best cell type markers to be expressed in the same cell types across all three genomes and assigned these as stable markers. This information contributes to the overall aim of highlighting the most specific cell type markers in our wheat root dataset but also defines the best possible conserved marker genes across monocot species in an unbiased manner considering the information currently available. In summary, the combination of a soil-grown wheat root transcriptome atlas, including experimental validation of the cluster identification on one hand with conserved marker identification and cell type-specific GRN on the other hand, provides an important resource for understanding root growth in monocot crops in general and wheat specifically.

### Limitations of the study

Although our cross-species orthology-based annotation approach successfully annotated most cell clusters in a newly generated scRNA-seq dataset, the pipeline is only as good as the cell type annotations in the available datasets. For example, pericycle and phloem cluster annotations are missing from the rice dataset<sup>32</sup> either because those types of cells were not experimentally captured or because cluster identities were simply not resolved in the subsequent annotation and validation steps. Although ST approaches will solve most of the annotation challenges in years to come, current technologies have some clear limitations. For example, the untargeted ST approach we used has transcript diffusion as a major drawback. This can reduce resolution and compromise accuracy of the data, particularly in regions with small and heterogeneous cells, such as those found within the vascular tissues. Additionally, visualizing longitudinal sections to observe temporal expression levels comes with additional technical challenges for sectioning. However, the untargeted nature presents no restrictions on the number of genes analyzed compared to the targeted spatial approaches. The basic cell type annotation approach we present here can effectively resolve the majority of cell types in a newly generated single-cell atlas of a less-studied plant species and is therefore a useful addition to the toolbox of scientists venturing outside the well-studied *A. thaliana*.

### RESOURCE AVAILABILITY

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

- Raw and processed data of the scRNA-seq and STOmics Stereo-Seq untargeted ST experiments have been deposited at NCBI and are publicly available as of the date of publication. Accession numbers are listed in the [key resources table](#). The scRNA-seq data are accessible via our online browser tool (<http://www.single-cell.be/plants>).
- All code generated during this study is available at the GitHub repository and is publicly available as of the date of publication. Links to the code are listed in the [key resources table](#).

### ACKNOWLEDGMENTS

The authors would like to thank Li Pu, Jia Hui Khoo from BGI Research (Riga, Latvia) for help with the STOmics Stereo-seq experiments, and Sander Thierens for technical support for orthology inference. Part of this work was funded by a VLAIO grant from the Flemish Government (HBC.2019.2917 to Y.K., V.P., A.A., C.L.-M., Y.S., and B.D.R.) and by and the European Research Council (ERC StG TORPEDO; 714055 and ERC CoG PIPELINES, 101043257 to T.E. and B.D.R.). K.V. and B.D.R. received funding from EASI-Genomics TNA project PID7435. Y.S. and R.S. received funding from the Flemish Government under the “Onderzoeksprogramma Artificiële Intelligentie (AI) Vlaanderen” and from UGent project GOA.01G03524. J.S. was supported by BOF grant BOF24Y2019001901. L.P. is supported by FWO grant 01D16720. M.V.B. and K.V. are supported by FWO grant I000323N. We are thankful to the VIB Single Cell Core, VIB Flow Core Ghent, and VIB Nucleomics for support and access to the instrument park ([vib.be/technologies](http://vib.be/technologies)). We also thank VIB Tech Watch for their support in setting up the cell enrichment and spatial transcriptomics technologies.

### AUTHOR CONTRIBUTIONS

Y.K., V.P., and C.G. performed the experiments. Y.K., V.P., J.S., L.P., R.S., T.E., M.S.-S., and M.V.B. performed data analysis. Y.K. and M.V. performed the genome bias analysis. All authors discussed the results and contributed to the manuscript. C.L.-M., A.A., Y.S., and B.D.R. conceived and supervised the project. Y.K. and B.D.R. wrote the paper with input from all authors.

### DECLARATION OF INTERESTS

The authors declare no competing interests.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- [KEY RESOURCES TABLE](#)
- [EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS](#)
  - Plant materials and growth conditions
- [METHOD DETAILS](#)
  - Preparation of root samples for scRNA-seq, library construction and sequencing
  - Pre-processing of raw scRNA-seq data
  - scRNA-seq quality controlled pipeline
  - Cross-species orthology-based cell type annotation pipeline
  - Preparation of root samples for STOmics stereo-seq
  - STOmics Stereo-seq data processing pipeline
  - Cell type/state-specific spatial expression pattern identification
  - Gene regulatory networks and wheat motif mapping
  - Marker stability
- [QUANTIFICATION AND STATISTICAL ANALYSIS](#)
  - Statistical model for computing genome asymmetry

### SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.celrep.2025.115240>.

Received: July 19, 2024

Revised: October 26, 2024

Accepted: January 7, 2025

Published: February 1, 2025

## REFERENCES

- Denyer, T., Ma, X., Klesen, S., Scacchi, E., Nieselt, K., and Timmermans, M.C.P. (2019). Spatiotemporal developmental trajectories in the Arabidopsis root revealed using high-throughput single-cell RNA sequencing. *Dev. Cell* 48, 840–852.e5.
- Jean-Baptiste, K., McFaline-Figueroa, J.L., Alexandre, C.M., Dorrity, M.W., Saunders, L., Bubba, K.L., Trapnell, C., Fields, S., Queitsch, C., and Cuperus, J.T. (2019). Dynamics of gene expression in single root cells of Arabidopsis thaliana. *Plant Cell* 31, 993–1011.
- Ryu, K.H., Huang, L., Kang, H.M., and Schiefelbein, J. (2019). Single-cell RNA sequencing resolves molecular relationships among individual plant cells. *Plant Physiol.* 179, 1444–1456.
- Shulze, C.N., Cole, B.J., Ciobanu, D., Lin, J., Yoshinaga, Y., Gouran, M., Turco, G.M., Zhu, Y., O'Malley, R.C., Brady, S.M., and Dickel, D.E. (2019). High-throughput single-cell transcriptome profiling of plant cell types. *Cell Rep.* 27, 2241–2247.e4.
- Turco, G.M., Rodríguez-Medina, J., Siebert, S., Han, D., Valderrama-Gómez, M.Á., Vahldick, H., Shulze, C.N., Cole, B.J., Juliano, C.E., Dickel, D.E., et al. (2019). Molecular mechanisms driving switch behavior in xylem cell differentiation. *Cell Rep.* 28, 342–351.e4.
- Zhang, T.-Q., Xu, Z.-G., Shang, G.-D., and Wang, J.-W. (2019). A single-cell RNA sequencing profiles the developmental landscape of Arabidopsis root. *Mol. Plant* 12, 648–660.
- Wendrich, J.R., Yang, B., Vandamme, N., Verstaen, K., Smet, W., Van de Velde, C., Minne, M., Wybouw, B., Mor, E., Arents, H.E., et al. (2020). Vascular transcription factors guide plant epidermal responses to limiting phosphate conditions. *Science* 370, eaay4970.
- Rich-Griffin, C., Stechemesser, A., Finch, J., Lucas, E., Ott, S., and Schäfer, P. (2020). Single-cell transcriptomics: a high-resolution avenue for plant functional genomics. *Trends Plant Sci.* 25, 186–197.
- Shaw, R., Tian, X., and Xu, J. (2021). Single-cell transcriptome analysis in plants: advances and challenges. *Mol. Plant* 14, 115–126.
- Cervantes-Pérez, S.A., Thibivilliers, S., Tennant, S., and Libault, M. (2022). Challenges and perspectives in applying single nuclei RNA-seq technology in plant biology. *Plant Sci.* 325, 111486.
- Denyer, T., and Timmermans, M.C.P. (2022). Crafting a blueprint for single-cell RNA sequencing. *Trends Plant Sci.* 27, 92–103.
- Minne, M., Ke, Y., Saura-Sanchez, M., and De Rybel, B. (2022). Advancing root developmental research through single-cell technologies. *Curr. Opin. Plant Biol.* 65, 102113.
- von der Mark, C., Minne, M., and De Rybel, B. (2024). Studying plant vascular development using single-cell approaches. *Curr. Opin. Plant Biol.* 78, 102526.
- Grones, C., Eekhout, T., Shi, D., Neumann, M., Berg, L.S., Ke, Y., Shahan, R., Cox, K.L., Gomez-Cano, F., Nelissen, H., et al. (2024). Best practices for the execution, analysis, and data storage of plant single-cell/nucleus transcriptomics. *Plant Cell* 36, 812–828.
- Xu, X., Crow, M., Rice, B.R., Li, F., Harris, B., Liu, L., Demesa-Arevalo, E., Lu, Z., Wang, L., Fox, N., et al. (2021). Single-cell RNA sequencing of developing maize ears facilitates functional analysis and trait candidate gene discovery. *Dev. Cell* 56, 557–568.e6.
- Li, C., Zhang, S., Yan, X., Cheng, P., and Yu, H. (2023). Single-nucleus sequencing deciphers developmental trajectories in rice pistils. *Dev. Cell* 58, 694–708.e4.
- Liu, Z., Kong, X., Long, Y., Liu, S., Zhang, H., Jia, J., Cui, W., Zhang, Z., Song, X., Qiu, L., et al. (2023). Integrated single-nucleus and spatial transcriptomics captures transitional states in soybean nodule maturation. *Nat. Plants* 9, 515–524.
- Li, X., Li, B., Gu, S., Pang, X., Mason, P., Yuan, J., Jia, J., Sun, J., Zhao, C., and Henry, R. (2024). Single-cell and spatial RNA sequencing reveal the spatiotemporal trajectories of fruit senescence. *Nat. Commun.* 15, 3108.
- Cole, B., Bergmann, D., Blaby-Haas, C.E., Blaby, I.K., Bouchard, K.E., Brady, S.M., Ciobanu, D., Coleman-Derr, D., Leiboff, S., Mortimer, J.C., et al. (2021). Plant single-cell solutions for energy and the environment. *Commun. Biol.* 4, 962.
- Zhang, L., He, C., Lai, Y., Wang, Y., Kang, L., Liu, A., Lan, C., Su, H., Gao, Y., Li, Z., et al. (2023). Asymmetric gene expression and cell-type-specific regulatory networks in the root of bread wheat revealed by single-cell multiomics analysis. *Genome Biol.* 24, 65.
- Wei, W.-Q., Li, S., Zhang, D., and Tang, W.-H. (2024). Single-Cell Transcriptomic Analysis Highlights Specific Cell Types of Wheat Manipulated by Fusarium graminearum Leading to Susceptibility. Preprint at bioRxiv. <https://doi.org/10.1101/2024.06.08.598051>.
- Satterlee, J.W., Strable, J., and Scanlon, M.J. (2020). Plant stem-cell organization and differentiation at single-cell resolution. *Proc. Natl. Acad. Sci. USA* 117, 33689–33699.
- Marand, A.P., Chen, Z., Gallavotti, A., and Schmitz, R.J. (2021). A cis-regulatory atlas in maize at single-cell resolution. *Cell* 184, 3041–3055.e21.
- Ortiz-Ramírez, C., Guillotin, B., Xu, X., Rahni, R., Zhang, S., Yan, Z., Coqueiro Dias Araujo, P., Demesa-Arevalo, E., Lee, L., and Van Eck, J. (2021). Ground tissue circuitry regulates organ complexity in maize and Setaria. *Science* 374, 1247–1252.
- Li, X., Zhang, X., Gao, S., Cui, F., Chen, W., Fan, L., and Qi, Y. (2022). Single-cell RNA sequencing reveals the landscape of maize root tips and assists in identification of cell type-specific nitrate-response genes. *Crops J.* 10, 1589–1600.
- Tao, S., Liu, P., Shi, Y., Feng, Y., Gao, J., Chen, L., Zhang, A., Cheng, X., Wei, H., Zhang, T., and Zhang, W. (2022). Single-cell transcriptome and network analyses unveil key transcription factors regulating mesophyll cell development in maize. *Genes* 13, 374.
- Cao, Y., Ma, J., Han, S., Hou, M., Wei, X., Zhang, X., Zhang, Z.J., Sun, S., Ku, L., and Tang, J. (2023). Single-cell RNA sequencing profiles reveal cell type-specific transcriptional regulation networks conditioning fungal invasion in maize roots. *Plant Biotechnol. J.* 21, 1839–1859.
- Guillotin, B., Rahni, R., Passalacqua, M., Mohammed, M.A., Xu, X., Raju, S.K., Ramírez, C.O., Jackson, D., Groen, S.C., Gillis, J., and Birnbaum, K.D. (2023). A pan-grass transcriptome reveals patterns of cellular divergence in crops. *Nature* 617, 785–791.
- Sun, Y., Dong, L., Kang, L., Zhong, W., Jackson, D., and Yang, F. (2024). Progressive meristem and single-cell transcriptomes reveal the regulatory mechanisms underlying maize inflorescence development and sex differentiation. *Mol. Plant* 17, 1019–1037.
- Xu, X., Passalacqua, M., Rice, B., Demesa-Arevalo, E., Kojima, M., Takebayashi, Y., Harris, B., Sakakibara, H., Gallavotti, A., and Gillis, J. (2024). Large-scale single-cell profiling of stem cells uncovers redundant regulators of shoot development and yield trait variation. Preprint at bioRxiv. <https://doi.org/10.1101/2024.03.04.583414>.
- Yuan, Y., Huo, Q., Zhang, Z., Wang, Q., Wang, J., Chang, S., Cai, P., Song, K.M., Galbraith, D.W., Zhang, W., et al. (2024). Decoding the gene regulatory network of endosperm differentiation in maize. *Nat. Commun.* 15, 34.
- Liu, Q., Liang, Z., Feng, D., Jiang, S., Wang, Y., Du, Z., Li, R., Hu, G., Zhang, P., Ma, Y., et al. (2021). Transcriptional landscape of rice roots at the single-cell resolution. *Mol. Plant* 14, 384–394.
- Wang, Y., Huan, Q., Li, K., and Qian, W. (2021). Single-cell transcriptome atlas of the leaf and root of rice seedlings. *J. Genet. Genom.* 48, 881–898.
- Wang, Z., Cheng, D., Fan, C., Zhang, C., Zhang, C., and Liu, Z. (2021). Cell type-specific differentiation between indica and japonica rice root tip responses to different environments based on single-cell RNA sequencing. *Front. Genet.* 12, 659500.
- Zhang, T.-Q., Chen, Y., Liu, Y., Lin, W.-H., and Wang, J.-W. (2021). Single-cell transcriptome atlas and chromatin accessibility landscape reveal differentiation trajectories in the rice root. *Nat. Commun.* 12, 2053.
- Zong, J., Wang, L., Zhu, L., Bian, L., Zhang, B., Chen, X., Huang, G., Zhang, X., Fan, J., Cao, L., et al. (2022). A rice single cell transcriptomic

atlas defines the developmental trajectories of rice floret and inflorescence meristems. *New Phytol.* 234, 494–512.

How the deposited data were processed for this re-analysis (not part of the article)

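The spatial data came from 2 Stereo-seq chips, 1 with sections of the root cap region and 1 with sections of the distal root region of 15-day-old wheat roots, cut at 10 μm. Each region has a single library, so the number of replicates is 1. No test between regions was made and no p-value is given. The single-cell data of the study were not used here.

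The authors aligned and counted the reads with the STOmics Analysis Workflow and deposited, for each gene and capture spot of the whole chip, the count of molecular identifiers (MIDs) and the part of it assigned to exons. These deposited counts are not normalized, not binned and not restricted to tissue. The aligner settings and the genome build of the spatial data are not given in the sources used here, and the gene IDs were used as deposited. The study then cropped each section, segmented cells on cell-wall images and summed protein-coding transcripts per cell. Those later steps are not part of the counts used here, and the images and cell outlines were not used here. The reference table of gene names at hand matched none of the gene IDs, so names come from the paper and its tables.

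The chips held 28281662 MIDs (root cap region) and 77515877 MIDs (distal root region). The chloroplast and mitochondrial rows, with 0.00193% and 0.00494% of the MIDs, were left out of every reference. The 28281117 and 77512045 MIDs of nuclear genes remained. Intervals are exact 95% Poisson or binomial (Clopper-Pearson) limits and cover counting error only. In the comparison of the chips a count of 0 was replaced by a floor of 3 MIDs, which is below its exact upper limit.

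The plan made before the data were examined was to find tissue by an Otsu threshold on the smoothed log10 density of MIDs, in bins of 20 spots smoothed over 2 bins. On both chips this mask took in the whole capture area as a single region, which made up 99.9% of the mask in the root cap region and 99.8% in the distal root region, and it gave no section. Looser and tighter thresholds did the same. Sections were therefore outlined by hand on maps of all MIDs, 10 on the root cap region chip and 4 on the distal root region chip, before any gene or list was mapped. Many sections of the root cap region chip are folded or torn, so that the radius follows their layers less well. Sections were numbered by their place on the chip. Table S5 gives sections 1 to 3 of experiment 2 as those to show, while 4 were outlined here. The numbers could not be matched to the outlines, so all 4 were used.

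The relative radius of a spot is its distance from the section centroid over the distance to the outline in that direction. Expected zones were read by eye from Figure 2A and Figure 2F before the counts were seen. They were above 0.85 for epidermis, 0.50 to 0.85 for cortex, 0.37 to 0.50 for endodermis and pericycle, below 0.37 for xylem, phloem and provascular cells, and above 0.70 for root cap. Zone enrichment is the log2 ratio of the MIDs of a list in its zone, summed over sections, to the number expected from the share of all nuclear MIDs in that zone of each section. The radial shift is the mean relative radius of a list's MIDs minus that of all MIDs. Dispersion is the sum of squared deviations over expectation in bins of 50 × 50 spots, divided by the degrees of freedom. Each list was set against 10000 random lists, in which each gene was replaced by a draw from the 200 genes nearest to it in total MIDs. Genes of Table S5 and the 5 pericycle genes were left out of these draws. MIDs outside the outlines were counted by distance, and the ring from 50 to 300 spots outside an outline gave the off-tissue density of a gene.

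The marker lists are those of Table S5 for 9 cell types or states and the 5 genes of Figure S4E for the pericycle. The study selected them on sections of these chips, and their values in the paper's tables had been seen. The rule for naming genes was every wheat gene for which the paper gives a spatial pattern, the 2 genes orthologous to PDF2.3, for each list the gene plotted in the study with the most MIDs (not always among the genes of the list), and the 5 genes with the highest and the 5 with the lowest radial shift per chip among those with at least 500 MIDs and the same sign in every section. The genes with the largest share of the cortex and phloem lists were named after their values were seen. Of the genes ranked by radial shift, 4 are printed for their rank, and TraesCS2D03G0324500 and TraesCS4D03G0748700 are printed under other parts of the rule. The rest are not printed, nor are the plotted genes with the most MIDs of the provascular, endodermis, G1/S and G2/M lists. The copies of Tables S4, S6, S8, S9 and S10 used here are truncated, and no overlap or enrichment was computed on them.

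The steps were tested on simulated counts drawn from the real section totals, with sampling error only. In these, 200 of the 96646 gene IDs of the distal root region, each with at least 20 MIDs, had a true log2 enrichment of 1. In the cortex zone the 20 simulated lists of 10 such genes had a median of 0.99 (range 0.97 to 1.01), and in the endodermis and pericycle zone a median of 1.00 (range 0.85 to 1.13). All 20 lists of each kind were above percentile 97.5 of their random lists. Simulated lists without a pattern had a median dispersion of 0.996 over 20 lists.

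The alternatives were another definition of the radius, zone boundaries 10% closer to or farther from the centre, genes with at least 20 MIDs only, subtraction of the off-tissue density, a reference without the 100 genes with the most MIDs, the plotted genes only, the median over genes, bins of 20 or 100 spots, each section left out in turn, and for the comparison of the chips all MIDs of the chip. After the data were seen, outlines shrunk or widened by 5%, the Otsu mask for the share of MIDs off the tissue, and root cap sections whose outline fills at least 95% of its convex hull were added. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-image 0.26.0, shapely 2.1.2, pyarrow 21.0.0 and matplotlib 3.10.9.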

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

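The test reported in this part was chosen before its result was seen.

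Over all genes with at least 500 MIDs within the outlines of a chip, 985 of 2080 genes in the distal root region and 53 of 699 in the root cap region had a radial shift of the same sign in every section. The paper does not discuss 2 genes that were among the 5 of these genes farthest towards the outline on both chips. TraesCS7D03G1077100, which Table S4 lists among the epidermis genes and matches to an agglutinin isolectin 3-like protein of a reference annotation, had a radial shift of 0.199 (1123 MIDs) in the root cap region and 0.208 (1019 MIDs) in the distal root region. TraesCS7B03G0987600, which the paper's tables used here do not name, had 0.189 (844 MIDs) and 0.209 (505 MIDs). They are given here because they are a signal in genes outside those the text discusses. The ranking required at least 500 MIDs per gene, so their depth says nothing about the shift. Both genes lay outwards in 10 of 10 sections of the root cap region and 4 of 4 of the distal root region. The selection required the same sign in every section, so these counts are not separate evidence.

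A technical explanation is that MIDs which spread from outside the sections were counted in the outermost zone. The genes would then be no denser there than in the ring 50 to 300 spots outside. They were denser in the outermost zone by a factor of 1.41 to 5.91 over the 4 combinations of gene and chip. The Poisson limits overlapped in none of the 4. On the root cap region chip the factors were 5.91 and 5.77. All genes, over whole sections, stood there at 0.587 to 2.78 times their density in the ring. This argues against spread from outside as the whole cause on that chip. On the distal root region chip the factors were 1.41 and 1.54, and all genes stood at 1.30 to 1.51. The test cannot decide there, because all genes together show a similar factor. In the distal root region the ring was itself dense in TraesCS7D03G1077100, at 478 MIDs per 1000000 spots against 675 in the outermost zone and 69.3 farther in. With outlines shrunk by 5%, an alternative chosen after seeing the data, the shifts in the distal root region were 0.171 and 0.172. With each section left out in turn they stayed between 0.181 and 0.214 over both genes and chips. Reads shared with similar genes stay open, since the sequences were not analysed here. No biological explanation was tested. Being at the end of a ranking of many genes also raises such values.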

How the results depend on the processing

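No paired analysis was possible because each region has a single chip and no result comes from a test between groups. No zone enrichment or radial shift, of a list or of a gene run under the alternatives, changed its sign where there was a value. Not every gene named in the text was run. An alternative with 0 MIDs in the zone gave no value. This was so for the 3 epidermis genes unique to monocots without section 1, where 0.284 MIDs were expected. Of 117 alternative values of list enrichment, 85 stayed within the Poisson limits of the main value and 32 did not. The outlines shrunk or widened by 5%, the Otsu mask and the restriction of the root cap sections were chosen after seeing the data. The cause of a change was not tested unless it is named.

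The looser and tighter Otsu masks took in the whole capture area and gave no value for enrichment, shift or gene counts. With the ring's density subtracted, the epidermis list gave no value, because it was denser in the ring than inside. In the root cap region this setting used only the 6 sections that were denser than their ring.

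With the radius taken from the nearest outline point, enrichment was 1.49 for epidermis, 2.3 for provascular cells and 1.09 for the pericycle genes, and 3 xylem genes met the pattern. With boundaries 10% closer to the centre it was 0.99 for epidermis, 0.75 for cortex, 1.29 for endodermis, 2.70 for provascular cells and 0.68 for root cap, and 1 endodermis gene and 1 phloem gene met the pattern. With boundaries 10% farther out it was 1.99 for epidermis, 0.57 for cortex, 2.32 for provascular cells, 1.07 for root cap and 1.09 for the pericycle genes, and 2 xylem genes and 4 phloem genes met the pattern. With off-tissue density subtracted it rose to 1.04 for cortex, 2.22 for endodermis, 1.73 for xylem, 2.31 for phloem, 2.92 for provascular cells and 1.14 for root cap, and 3 root cap genes met the pattern. With the genes plotted in the study only, which include 2 genes outside the cortex list and 1 outside the list of provascular cells, it was 0.68 for cortex and 2.70 for provascular cells. The median over the genes of these lists was 0.91 and 2.12. With at least 20 MIDs per gene, 1 phloem gene met the pattern, since fewer genes enter.

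With outlines shrunk by 5%, enrichment was 1.24 for epidermis and 0.71 for cortex, the radial shift of epidermis was 0.172, and 1 endodermis, 2 xylem and 1 phloem gene met the pattern. With outlines widened by 5%, epidermis was at 1.51, and 2 xylem genes met the pattern. Over root cap sections whose outline fills at least 95% of its convex hull, 11 root cap genes met the pattern, over fewer sections.

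With each section left out in turn, enrichment ranged from 1.40 to 1.45 for epidermis, from 0.75 (without section 3) to 0.86 for cortex, from 1.49 (without section 1) to 2.07 for endodermis, from 0.98 (without section 1) to 1.40 for xylem, from 1.42 to 2.03 for phloem, from 2.48 to 2.56 for provascular cells, and from 0.80 to 0.88 for root cap. For the pericycle genes it ranged from 0.74 without section 3 to 2.62 without section 1. The number of genes meeting the pattern ranged from 75 to 80 in all, from 1 to 2 for xylem (2 without section 3 or section 4), from 2 to 4 for phloem (4 without section 3), and from 2 to 3 for endodermis (3 without section 2 or section 4). The dispersion ranged from 8.84 to 10.3 for G1/S and from 2.97 to 3.37 for G2/M.

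Dispersion grows with the bin. It was 3.49 for G1/S and 1.79 for G2/M in bins of 20 spots, and 17.0 and 5.18 in bins of 100 spots. The share of MIDs off the tissue was 89.3% in the root cap region and 89.8% in the distal root region with widened outlines, and 0.0477% and 0.0218% with the Otsu mask, 0.0242% and 0.0162% with the looser mask and 0.129% and 0.0449% with the tighter mask, since these masks hold nearly the whole chip. The log2 ratio of the root cap list between the chips was 10.39 on tissue and 10.54 without the 100 genes with the most MIDs. It was 8.85 over all MIDs of the chips and 5.43 as the median over genes. All but the 8.85 replace the 0 MIDs of the distal root region by the floor of 3 MIDs. Since that floor is below the exact upper limit for 0 MIDs, they are not lower bounds.

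For the single genes and gene groups that were run, 131 of 169 alternative enrichments and 51 of 54 radial shifts stayed within their limits. None of these values changed sign. The pericycle genes had 42 MIDs together, and sections 1 and 3 decide their value. The phloem list had 120 MIDs, and its enrichment without any single section stayed within its Poisson limits.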

Differences from the paper's values

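The study counted by eye, on segmented cells, how many genes of each list showed the expected pattern, and the counts here ask for a zone enrichment above 0 in every section with an MID of the gene (for the cell cycle lists, a dispersion above that of the median matched gene). The rules differ. The sections that Table S5 gives as those to show, sections 1 to 3 of experiment 2, could not be matched to the 4 used here. No cause of the differences was tested.

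In all, 75 genes met the rule, where the paper's number is 113. Of the alternatives set before the data were examined, the distance to the nearest outline point (80), boundaries 10% farther from the centre (76) and leaving out section 1 (80), section 2 (78) or section 4 (79) brought the count within 1.5 times the paper's. Boundaries 10% closer to the centre (73), genes with at least 20 MIDs only (71), a reference without the 100 genes with the most MIDs (75) and leaving out section 3 (75) did not. Outlines widened by 5% and the restriction of the root cap list to sections whose outline fills at least 95% of its convex hull, both chosen after seeing the values, each gave 79, within 1.5 times, and left out 34 of the paper's 113. Outlines shrunk by 5%, also chosen then, gave 73. With genes of at least 20 MIDs only, fewer than 113 genes enter, so the 71 is out of a smaller list.

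For the endodermis 2 genes met the rule, where the paper's list has 5. No alternative closed this gap, with 1 to 3 genes. For the xylem 1 gene met it, where the paper's list has 4. The distance to the nearest outline point gave 3, which is within 1.5 times, and the other alternatives gave 1 or 2. For the phloem 2 genes met it, where the paper's list has 5. Boundaries 10% farther from the centre and leaving out section 3 each gave 4, and the others gave 1 to 3. For provascular cells 4 genes met it, where the paper's list has 8. The alternatives gave 3 to 5, and none closed the gap. For the root cap 7 genes met it, where the paper's list has 19. Pooled over sections, every gene of this list was above 0. The alternatives gave 3 to 9, and none closed the gap. Restricting this list to sections whose outline fills at least 95% of its convex hull, which was chosen after seeing the values, gave 11 genes and so left out 8 of the paper's 19. For G2/M 10 genes met it, where the paper's list has 20. Leaving out single sections gave 10 to 12, and none closed the gap. The counts for epidermis (17), cortex (13) and G1/S (19) were within 1.5 times the paper's 18, 14 and 20.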

Other observations

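The tests of an even background, of outlines drawn too narrow and of a few genes taking the MIDs of section 1 were chosen after the result was seen, as was the separation by chip of the tests on spread and on exon shares. The other tests were chosen before.

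Most MIDs of both chips lay outside the section outlines. If transcripts spread outward from the cells that made them, genes of the outermost layer would be in excess just outside and genes of the centre would fall short. At 0 to 100 spots outside the distal root region sections, the epidermis list was at 201% of its density inside and all genes at 71.1%. The xylem list was at 13.4%, on 15 MIDs. These values go with spread. On the root cap region chip the epidermis list was at 91.0%, below all genes at 99.5%, the xylem list at 67.1% and the list of provascular cells at 48.7%. The root cap list, which lies outermost in sections that hold it, was at 115%. The root cap, xylem and provascular lists go with spread there and the epidermis list does not, so spread is left open on that chip. An even background that does not come from the sections is argued against as the whole cause on the distal root region chip, because the density fell to 4.27% beyond 3200 spots. Outlines drawn inside the outermost cells cannot be told apart from spread as the origin of the excess of the epidermis list there. Relative to inside, the list exceeded all genes by a factor of 1.40 at 400 to 800 spots and also beyond 3200 spots, but outlines that leave out epidermal cells would lower its density inside and raise this factor at every distance. With outlines widened by 5%, an alternative chosen after seeing the data, the list had 17472 MIDs within them, where it had 13177 before. Tissue debris or other sections off the outlined areas stay open. No biological explanation was tested.

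MIDs outside the outlines had a lower exon share than those inside. On the root cap region chip it was 78.3% inside and 67.3% at 0 to 100 spots, and the lowest value, 53.2%, lay beyond 3200 spots. A candidate explanation is a background that is not spliced tissue RNA and makes up a larger part of the MIDs far from the sections. On the distal root region chip the share was 86.2% inside and 79.1% at 0 to 100 spots, fell to 74.6% at 1600 to 3200 spots and was 76.8% beyond 3200 spots, so that this explanation and a share that is about even outside cannot be told apart there. No biological explanation was tested.

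A few gene models with names ending in LC took a large part of the MIDs. TraesCS6B03G0292300LC had 1789338 MIDs on the root cap region chip, or 6.33% of it, of which 6 were assigned to exons, and 1320028 on the distal root region chip, of which 20 were. TraesCS7D03G0266900LC had 6.07% and 3.81% of the MIDs of the chips. Both had a lower share inside the outlines, 3.93% and 3.28% on the root cap region chip. Names ending in LC made up 33.8% of the MIDs of the root cap region chip and 21.4% of those of the distal root region chip. These genes were chosen for their rank in MIDs, after their values were seen.

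The 10 sections of the root cap region chip lie in 2 groups of 5 with the same arrangement. A candidate explanation is that both groups are sections through the same 5 roots. Sections at the same place in the groups would then resemble each other most. Over 1948 genes, the mean correlation of log2 MIDs per 1000000 between sections paired by place was 0.919, and of the 120 ways to pair the groups 1, the pairing by place itself, reached this value, where the mean over all pairings was 0.674. With sections 5 and 10, which hold most MIDs of the root cap list, kept as a pair, 1 of 24 pairings reached it. In 4 of the 5 pairs the partner by place had the highest correlation. Genes are not independent replicates, and roots cut at like distances from the tip would also pair. If the explanation holds, the 10 sections stand for 5 roots. No other biological explanation was tested.

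Section 1 of the distal root region had 769 MIDs per 1000000 of the G1/S list, where sections 2 to 4 had 2771, 6572 and 4594. The G2/M list was at 108 in section 1 and at 409, 527 and 362 in the others. A few genes that take more of the MIDs and lower every other gene are argued against as the whole cause, because the endodermis list, at 91.0 per 1000000 in section 1, exceeded the highest of the other sections by a factor of 2.57. The xylem list was at 122 per 1000000 in section 1 and at 17.6 to 23.6 in the others. The G1/S list lay towards the outline in section 1, with a radial shift of 0.114, and towards the centre in the other 3 sections. A different distance from the root tip may be behind this, and it was not tested, since the labels give no distance.

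The 2 genes that the paper gives as orthologous to the pericycle marker PDF2.3, TraesCS4D03G0748700 and TraesCS4B03G0840800, had 1083 MIDs in the 4 sections of the distal root region. The endodermis and pericycle zone held 360, where 124 were expected, a log2 enrichment of 1.54 (Poisson limits 1.38 to 1.69), above 0 in 4 of 4 sections. Their density was 738 MIDs per 1000000 spots there and 735 in the central zone. TraesCS5B03G0221000 and TraesCS5D03G0225100, which the paper's tables used here do not name, lay farthest towards the centre among the genes of the distal root region with at least 500 MIDs and the same sign in every section, with radial shifts of -0.284 and -0.257.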
